# Histone H3 cysteine 110 enhances iron metabolism and modulates replicative life span in *Saccharomyces cerevisiae*

**DOI:** 10.1126/sciadv.adv4082

**Published:** 2025-04-11

**Authors:** Chen Cheng, Brenna S. McCauley, Nedas Matulionis, Maria Vogelauer, Dimitrios Camacho, Heather R. Christofk, Weiwei Dang, Nicholas A. T. Irwin, Siavash K. Kurdistani

## Abstract

The discovery of histone H3 copper reductase activity provides a novel metabolic framework for understanding the functions of core histone residues, which, unlike N-terminal residues, have remained largely unexplored. We previously demonstrated that histone H3 cysteine 110 (H3C110) contributes to cupric (Cu^2+^) ion binding and its reduction to the cuprous (Cu^1+^) form. However, this residue is absent in *Saccharomyces cerevisiae*, raising questions about its evolutionary and functional significance. Here, we report that H3C110 has been lost in many fungal lineages despite near-universal conservation across eukaryotes. Introduction of H3C110 into *S. cerevisiae* increased intracellular Cu^1+^ levels and ameliorated the iron homeostasis defects caused by inactivation of the Cup1 metallothionein or glutathione depletion. Enhanced histone copper reductase activity also extended replicative life span under oxidative growth conditions but reduced it under fermentative conditions. Our findings suggest that a trade-off between histone copper reductase activity, iron metabolism, and life span may underlie the loss or retention of H3C110 across eukaryotes.

## INTRODUCTION

Histones compact eukaryotic DNA and affect many DNA-dependent processes by controlling access to regulatory DNA sequences and through posttranslational modifications on various residues, particularly within their N-terminal tails (*1*, *2*). Epigenetic machinery, including writers, readers, and eraser proteins, links the presence of these modifications to gene expression and virtually all other DNA-dependent functions (*1*). Although the N-terminal residues and their modifications have been extensively studied, the roles of residues in the core, globular domains of histones are much less understood. A key challenge in studying the core residues has been the lack of clear hypotheses for their functions, especially when they cannot be posttranslationally modified or are distant from modified residues. As a result, studies of core residues often default to the conventional epigenetic framework as it is the only available model for interpreting their roles in chromatin structure and function (*2*).

Previously, we found that histone H3, in complex with histone H4 or within nucleosomes, exhibits catalytic activity as a copper reductase enzyme, facilitating the conversion of cupric (Cu^2+^) to cuprous (Cu^1+^) ions (*3*, *4*). This activity is important for effective distribution of copper to various copper-dependent enzymes in the cytoplasm and mitochondria as intracellular copper chaperones specifically bind the reduced, Cu^1+^ form of copper ions (*5*). This finding has introduced a novel metabolic framework for exploring chromatin structure and function. Through this new enzymatic perspective, we recently uncovered the role of an otherwise unremarkable residue, histone H3 leucine 126 (H3L126), which acts as the axial ligand for copper binding and is essential for fine-tuning the nucleosome enzyme activity (*3*). Recognizing this residue and discerning its function would have been challenging within the conventional epigenetic framework.

Histone H3 cysteine 110 (H3C110) is a unique core residue, being the only cysteine present in the four major core histones (H2A, H2B, H3, and H4), except for H3C96, which is found in the histone H3.1 variant in mammals. H3C110 is located at the interface of two opposing histone H3 proteins within the nucleosome, positioned 6.2 Å from the adjacent cysteine. This distance prevents it from contributing to the H3-H3′ interaction and makes the formation of a disulfide bridge unlikely (*6*). A nucleosome consists of a tetramer of histones H3 and H4, along with two pairs of H2A-H2B dimers, collectively wrapping 146 base pairs of DNA. The histone H3-H4 tetramer is itself composed of two dimers of H3 and H4 histones that interact exclusively through histone H3 residues. We identified the H3-H3′ interface, where the H3-H4 dimers interact, as the probable enzyme active site as it is where Cu^2+^ binds and is likely reduced (*4*). H3C110 is crucial for optimal copper binding, and mutating this residue to alanine substantially reduced the enzymatic activity of human H3-H4 tetramers in vitro (*4*).

The histone H3 of *Saccharomyces cerevisiae* lacks this cysteine, instead having an alanine at the equivalent position (H3A110). However, genetic, molecular, and biochemical data indicated that yeast histone H3 still functions as a copper reductase in cells (*3*, *4*, *7*). Introducing the cysteine through the H3A110C mutation significantly increased the enzyme activity of yeast histone H3 in vitro and acted as a gain-of-function mutation in vivo (*4*). These findings raised important questions about why budding yeast lacks this cysteine and the broader evolutionary pattern of its conservation.

Moreover, in eukaryotes, copper homeostasis does not occur in isolation as the regulation of other metals such as iron is interdependent with copper (*8*). Several genes involved in copper homeostasis also exhibit transcriptional responses to changes in iron levels (*9*). Copper is essential for iron uptake through the activity of the copper-dependent Fet3 iron oxidase in yeast (*10*) and plays a role in intracellular iron mobilization, although the precise mechanisms remain unclear. This, in turn, raises additional questions about the role of H3C110 in a broader metabolic context and leads to the hypothesis that iron homeostasis and intracellular redox regulation may also be affected by H3C110.

To investigate the evolutionary history and cellular consequences of H3C110, we conducted a phylogenetic analysis of H3C110 and studied the biological effects of reintroducing this residue into budding yeast. We found that H3C110 has been nearly universally conserved throughout eukaryotic evolution but has notably been lost in most fungi, including the Saccharomycetaceae lineage. However, some eukaryotes have histone H3 variants with and without H3C110, suggesting that histone variants may enable the functional regulation of H3C110 activity. The loss of H3C110 correlates with the absence of a similarly positioned cysteine in the centromeric histone H3 variant (cenH3C204). The reintroduction of C110 into yeast histone H3 (i.e., H3A110C mutation) led to increased intracellular levels of Cu^1+^ in cells where the copper-binding protein, the Cup1 metallothionine, was inactivated to prevent adsorption of cuprous ions. Unexpectedly, the expression of iron regulon genes was increased upon Cup1 inactivation, signifying an iron deficiency response. However, the H3A110C mutation mitigated this response, significantly improving the growth of Cup1 mutant strains, especially in oxidative media when demand for iron is high. This effect of H3C110 was generalizable as the H3A110C mutation also alleviated the iron deficiency response resulting from glutathione deficiency. The H3A110C mutation also improved the growth of strains deficient in copper delivery to cytochrome c oxidase, linking the nucleosome copper reductase directly to mitochondria. We further found that the H3A110C mutation extended the replicative life span (RLS) of yeast under oxidative growth conditions but reduced it in fermentative media. Another copper reductase gain-of-function mutation, H3L126M, exhibited similar phenotypes of improving iron homeostasis and modulating life span. Our results suggest that increasing the copper reductase activity of nucleosomes enhances iron homeostasis, benefiting cells in oxidative environments while potentially reducing fitness under fermentative conditions.

## RESULTS

### The histone H3C110 residue is lost in most fungi

To determine the distribution of H3C110 across eukaryotes, we assessed histone sequences derived from species representing the breadth of eukaryotic diversity (Fig. 1A). H3C110 encoding core histones were identified across most eukaryotes, with the exception of multiple fungal lineages and a few green algal species including *Haematococcus* and *Helicosporidium*. Nearly all fungi lacked H3C110, except for the Cryptomycota, represented by *Rozella*, and some members of the Ascomycota. A more detailed examination of the H3C110 distribution across the ascomycetes revealed that, although lineages retain H3C110, it diverged in the Saccharomycetaceae, a group including *S. cerevisiae*. Together, this distribution can most parsimoniously be explained by an H3C110 substitution in a fungal ancestor following the divergence of the Cryptomycota, followed by an H3C110 reversion in the ascomycetes, and a subsequent substitution in the Saccharomycetaceae. In addition, some eukaryotes, including several algal lineages such as *Nannochloropsis* and *Coccomyxa*, as well as the trypanosomatids *Strigomonas* and *Angomonas*, have histone H3 variants with and without H3C110 (Fig. 1A). These paralogs could provide a potential regulatory mechanism for controlling the presence and, in turn, activity of H3C110.

**Fig. 1.**
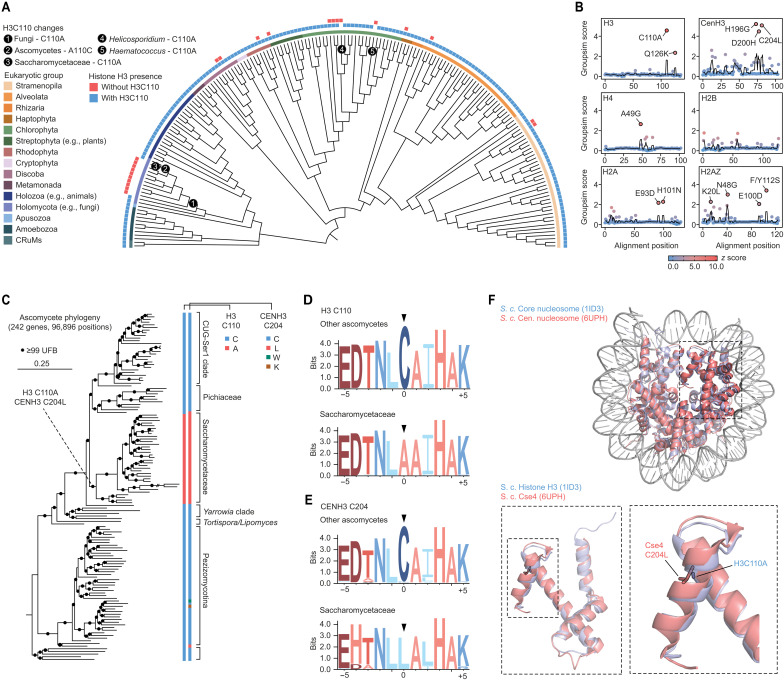
Histone H3C110 is absent in many fungi. (**A**) Distribution of core histone H3 across eukaryotes, highlighting the presence of paralogs without (red squares, outer circle) or with (blue squares) H3C110. Different eukaryotic groups are color coded as indicated, and H3C110 divergence events are noted. (**B**) Identification of histones residues that distinguish the Saccharomycetaceae, which lack H3C110, from other ascomycetes. The groupsim score quantifies how well a residue defines these two groups, and the *z*-score coloring compares each residue’s score to the average across all residues within a given histone. Residues with scores above 2.0 and *z* scores above 5.0 are noted. (**C**) Distribution of H3C110 and centromeric (CEN) histone H3C204 across ascomycetes. The phylogeny was inferred based on a concatenated matrix of 242 proteins using the Q.yeast+I+R10 substitution model. Statistical support was inferred using ultrafast bootstraps (*n* = 1000), and the scale bar represents the average number of substitutions per site. (**D** and **E**) Sequence logos depicting the conservation of five residues upstream and downstream of H3C110 and CenH3C204 in ascomycetes compared to the Saccharomycetaceae. (**F**) Crystal structures of core [Protein Data Bank (PDB): 1ID3] and centromeric (PDB: 6UPH) nucleosomes from *S. cerevisiae*, demonstrating the similar positioning of H3C110 (H3A110) and CenH3C204 (CenH3L204) within the nucleosome. Full phylogenies and species names that can be visualized are available from iTOL: https://itol.embl.de/shared/eLOrhXQmeWM3.

Given the multimeric nature of the nucleosome, and the importance of histone residues for inter-histone contact, particularly within H3-H3′ dimerization region (*6*, *11*), we sought to identify additional residues whose diversification correlates with that of H3C110. By comparing the amino acids of each core histones and histone variants CenH3 (Cse4) and H2AZ, in ascomycetes with and without H3C110 using the groupsim metric, we identified several residues that diverged at a similar point in time as H3C110 (Fig. 1B). However, only a single residue in CenH3, CenH3C204, was inferred to have diverged at approximately the same time as H3C110 into a leucine (CenH3C204L) (Fig. 1, C to E). In contrast, additional residues with high groupsim scores were only correlated with H3C110 divergence but were substituted at alternative points in time, such as CenH3D200H (Fig. 1E). Notably, in *S. cerevisiae*, H3A110 and CenH3L204 occupy equivalent positions near the C terminus of histone H3 (Fig. 1F), implying that similar evolutionary pressures may have driven convergent functional changes in both H3 paralogs.

### H3C110 increases intracellular Cu^1+^ levels

To investigate the biological effects of H3C110, we introduced the H3A110C mutation in chromosomal copies of the two histone H3 genes in yeast, HHT1 and HHT2, leaving the genes under their natural promoters, generating the *H3^A110C^* strain. 

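RNA from the WT and H3A110C strains was sequenced after growth in SC, which contains 2% glucose, and in SCEG, which contains 2% ethanol and 2% glycerol in its place. Cultures were grown at 30 °C for 2 to 3 doublings. The authors aligned the reads in a strand-specific manner with HISAT2, counted them with featureCounts, and deposited the number of reads on each of 6692 open reading frames without normalization. Each strain had 3 libraries in each medium here, where the methods give 4 independent experiments. In SC, between 9675927 and 12305863 reads per library were counted on genes in WT (median 11792833), and between 9428849 and 12220179 in H3A110C (median 11407147). In SCEG, the totals were between 3915432 and 5096081 in WT (median 4787705), and between 3707388 and 4455985 in H3A110C (median 4306567). The smallest share this depth can show, 3 counts of a library's total, was at most 0.318 in SC and 0.809 in SCEG in counts scaled to a common library total (CPM), and covers counting error only. From these counts, the libraries of each strain pair were normalized by edgeR's TMM method, genes with too few counts for its default filter were left out, and the strains were compared with its quasi-likelihood test. Libraries of one strain and medium differed by more than sampling noise, with a chi-square per gene of at least 3.3 in every pair. In SC, 1 library of each strain stood apart, with a chi-square per gene of 104 and 110 against the others in WT and of 126 and 150 in H3A110C, while the remaining pair gave 9.93 and 3.80.
The alanine at position 110, counted from 1 at the residue after the initiator methionine, is encoded by GCT in both histone H3 genes of the R64 assembly. In HHT1 (YBR010W, chromosome II, 256331 to 256741, plus strand), the codon lies at 256661 to 256663, within the coding sequence GATACCAACTTGGCTGCCATTCACGCC. In HHT2 (YNL031C, chromosome XIV, 575640 to 576050, minus strand), it lies at 575718 to 575720, within GACACTAATCTGGCTGCTATTCACGCT. Both stretches encode the same 9 residues. Counts per gene do not show the substitution itself. The 2 genes share sequence, and 87.9% of the 50-base windows of each occur nowhere else in the genome. With that limit, HHT1 had a log2 fold change of H3A110C over WT of 0.09 (standard error 0.094) in SC and 0.08 (standard error 0.115) in SCEG, and HHT2 of 0.01 (standard error 0.124) and 0.08 (standard error 0.0847). All 4 adjusted p-values from the quasi-likelihood test were at least 0.952.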

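In SC, MIC19 (YFR011C) had 48.4 ± 2.07 normalized CPM (SD, n = 3) in H3A110C and 6.72 ± 0.888 (SD, n = 3) in WT. The log2 fold change was 2.85 (standard error 0.134, adjusted p = 0.00402 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 5737 genes). No other gene had an adjusted p below 0.05 in SC in this fit, and 12 genes were higher and 12 lower at an unadjusted p below 0.05. These are fewer than chance alone gives over 5737 genes, so that this fit had little power for other genes. In SCEG, MIC19 had 73.5 ± 6.8 CPM (SD, n = 3) in H3A110C and 15.3 ± 2.8 (SD, n = 3) in WT, a log2 fold change of 2.25 (standard error 0.155, adjusted p = 0.000516 over 5671 genes). 1 gene was lower in SCEG at an adjusted p below 0.05, IMD2 (YHR216W), with 25.1 ± 0.547 CPM (SD, n = 3) in H3A110C and 67.5 ± 1.01 in WT. Its log2 fold change was -1.43 (standard error 0.106, adjusted p = 0.000531), and 66.3% of its 50-base windows are unique in the genome. At an unadjusted p below 0.05, 146 genes were higher and 194 lower in SCEG. In both media every H3A110C library had more MIC19 CPM than every WT library (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change of MIC19 stayed between 2.76 and 2.95 in SC and between 2.12 and 2.36 in SCEG. Its adjusted p in SC rose to as much as 0.0904, and was above 0.05 in 4 of the 6 fits.
Between the SC libraries that stood apart, MIC19 was at 50.7 CPM in H3A110C and 7.71 in WT, and in the other SC libraries at 46.9 and 47.5 against 6.48 and 5.98. In SCEG, libraries with the same replicate number deviated from their group means together, with a correlation of 0.219 across 5874 genes, which are not independent replicates, against -0.110 for libraries with different numbers. With the replicate number as a block, the alternative that moved these counts most, 38 genes were higher and 60 lower in SCEG. The SC columns carry letters in place of replicate numbers, and the libraries that stood apart have the same letter. Libraries with the same letter deviated together, with a correlation of 0.742 across 5737 genes, against -0.283 for different letters. With the letter as a block, an alternative chosen after seeing the data, 1 gene was higher in SC, MIC19 (log2 fold change 2.85, adjusted p = 5.29e-06), and 1 lower, IMD2 (-0.51, adjusted p = 0.0302), and 95 were higher and 39 lower at an unadjusted p below 0.05.

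**Figure D1:**
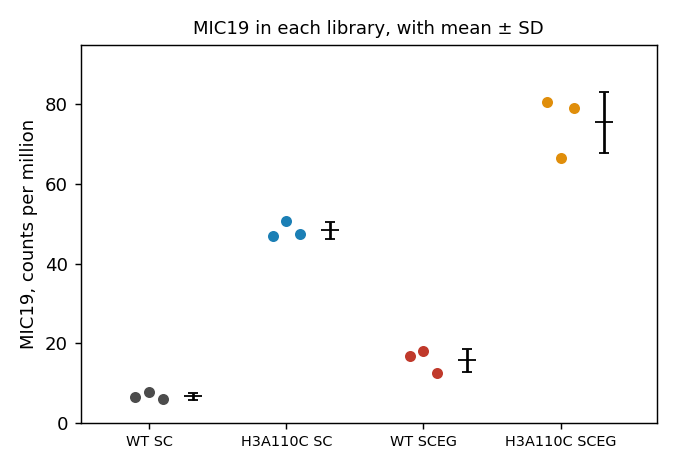
MIC19 CPM, normalized over all libraries of the same medium, by strain and medium; each point is 1 library, and the marks at the right of each group are the mean and SD. The 3 H3A110C libraries in SC lie between 46.9 and 50.7 and the 3 WT libraries between 5.98 and 7.71.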

Gene expression analysis in fermentative [synthetic complete (SC)] or oxidative medium [SC with ethanol and glycerol (SCEG)] revealed only one gene, *MIC19*, that is significantly up-regulated in the *H3^A110C^* strain compared to wild-type (WT) (fig. S1, A and B). *MIC19* encodes a component of the MICOS complex, a mitochondrial inner membrane complex that helps maintain crista junctions (*12*). 

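MIC19 lies on the minus strand of chromosome VI, from 166746 to 167258 of the R64 assembly, a coding sequence of 513 bases, and all of its 50-base windows are unique in the genome. Its neighbours, chosen after the values of MIC19 were seen, are UBP6 (165067 to 166566), 179 bases away, and DCV1 (167888 to 168496), 629 bases away on the other side. In H3A110C against WT in SCEG, UBP6 had a log2 fold change of -0.01 (standard error 0.0845, adjusted p = 0.997 from the quasi-likelihood test). DCV1, at 5.25 ± 1.65 CPM (SD, n = 3) in H3A110C, had one of 0.08 (standard error 0.378, adjusted p = 0.993 from the same test).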

Deleting *MIC19* (*mic19*Δ) in *H3^A110C^* did not preferentially affect viability or growth under oxidative conditions compared to *mic19*Δ alone (fig. S1C). The significance of *MIC19* up-regulation in *H3^A110C^* remains unclear.

Next, to assess whether the H3A110C mutation affected intracellular Cu^1+^ abundance, we used a previously constructed reporter plasmid (*4*) (fig. S2A). This plasmid contains a green fluorescent protein (GFP) gene under the control of the *CUP1* promoter, a main target of Cup2, a transcription factor that is directly activated by Cu^1+^ but not Cu^2+^ ions (*13*, *14*). In both fermentative (SC) and oxidative (SCEG) media, GFP expression was similar between the WT and *H3^A110C^* strains (Fig. 2A and fig. S2B). This led us to consider whether the effects of H3A110C on Cu^1+^ levels were being masked by sequestration of Cu^1+^ ions by the Cup1 metallothionein (*15*, *16*). To test this, we introduced a stop codon into every copy of *CUP1* (cup1^F8*^) to eliminate Cup1 function (*7*). This resulted in a substantial increase in GFP expression, equivalent to the addition of over 100 μM exogenous copper, likely highlighting Cup1’s significant capacity to buffer intracellular Cu^1+^ levels (Fig. 2B). In the cup1^F8*^ background, the H3A110C mutation showed even higher GFP levels, an effect that was further enhanced by predepleting the media of iron (Fig. 2C). These findings indicate that introduction of H3C110 increases intracellular Cu^1+^ levels.

**Fig. 2.**
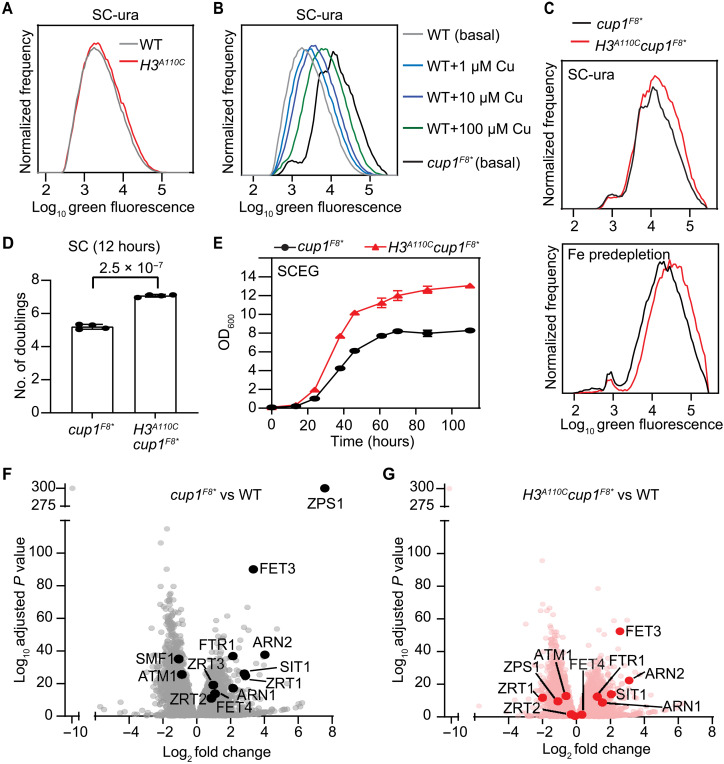
Introduction of H3C110 into *S. cerevisiae* increases intracellular Cu^1+^ levels. (**A** to **C**) Average flow cytometry distributions of cells containing the p(CUP1)-GFP plasmid grown in the indicated media from eight experiments. Baseline copper and iron concentrations in SC are ~0.2 and 1.2 μM, respectively. (**D**) Bar graph depicts the number of doublings in fermentative medium (SC) for the indicated strains from four experiments. *P* value was calculated using a *t* test. (**E**) Growth curves of the indicated strains in oxidative medium (SCEG). Baseline copper level in SCEG is 0.25 μM. OD_600_, optical density at 600 nm. (**F** and **G**) Volcano scatterplots illustrating the relationship between change in gene expression of the indicated strains and the corresponding level of significance. Several genes involved in iron or zinc homeostasis are indicated.

Considering that intracellular Cu^1+^ can be toxic at high levels (*17*, *18*), we expected the H3A110C mutation to weaken the cup1^F8*^ strain due its already elevated Cu^1+^ ions. However, contrary to our expectation, the H3A110C mutation significantly improved the growth of cup1^F8*^ in both fermentative (Fig. 2D) and oxidative media (Fig. 2E), where the demand for iron and copper is higher due to increased mitochondrial respiration. Addition of a small amount of exogenous copper also enhanced the growth of the cup1^F8*^ strains, with cells reaching higher densities (fig. S2C).

To understand the molecular basis of this effect, we performed gene expression and ontology analyses, which revealed significant enrichment of iron homeostasis genes among the up-regulated genes in cup1^F8*^, indicating an activation of iron deficiency response (Fig. 2F and fig. S2, D and E). 

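The cup1F8* strain carries a stop codon in CUP1, which encodes a copper-binding metallothionein, and was sequenced in SCEG together with H3A110Ccup1F8*, with 4 libraries per strain. Between 8349051 and 10133258 reads per library were counted on genes in cup1F8* (median 9308859), and between 7579367 and 9705517 in H3A110Ccup1F8* (median 8999537), and the counts were deposited without normalization. The depth floor was at most 0.396 CPM. The controls for cup1F8* are the 3 WT libraries in SCEG, which have fewer counts. The numbers 7 and 8 that end a library's name in the sample labels occur both among these 8 libraries and among the other 12 SCEG libraries. In the labels the 8 were thus numbered in a series of their own, taken here as a separate sequencing set. The names of the count columns instead number all 20 SCEG libraries in one series, with these 8 last. The 8 libraries differ from the other 12 in more than depth. Identifiers that the R64 annotation does not hold took 0.415 to 0.463% of their counts, against 0.244 to 0.304% in the others. YCR013C, chosen after its values were seen, had 102 to 131 CPM in the 8 libraries and 8.90 to 24.0 in the 12. All libraries of this set carry cup1F8*, so that in a comparison with WT the set and the strain change together. They cannot be told apart there, except for the zinc genes, whose values in H3A110Ccup1F8* argue against the set. H3A110Ccup1F8* and cup1F8* were compared within the set. CUP1-1 and CUP1-2 had 0 counts in all 20 SCEG libraries, WT included, and therefore do not check the strains. In SC they had 478 to 1236 and 211 to 685 counts per library. Each pair of strains was normalized and fitted by itself with edgeR, and for a set of genes the mean log2 CPM, with a prior count of 2, was taken in each library and compared by an exact permutation test over libraries.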

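Of 5904 genes tested, 2024 were higher and 2054 lower in cup1F8* than in WT at an adjusted p below 0.05 from edgeR's quasi-likelihood test, and 472 and 688 of them changed by more than 1 on the log2 scale. Normalization by total counts only moved this count most, to 2586 higher and 1617 lower. The iron homeostasis genes labelled as raised in Fig. 2F or Fig. 3C, 22 in all, were taken as a list beforehand. Both panels were drawn from these same data. A rise of these genes in the strain whose panel labels them was thus in part set by their choice. Of the 21 that could be tested, 20 were higher, whether adjusted over all genes or over the list alone. Their mean log2 CPM was 7.40 ± 0.354 (SD, n = 4) in cup1F8* and 5.45 ± 0.207 (SD, n = 3) in WT, a difference of 1.96 (two-sided exact permutation p = 0.0286, the smallest that 4 libraries against 3 allow). With the 6 genes labelled in Fig. 2F alone, the setting that moved this difference most, it was 2.58. FET3 (YMR058W, chromosome XIII, 388822 to 390732), the multicopper oxidase of high-affinity iron uptake, had 4433 ± 808 CPM (SD, n = 4) in cup1F8* and 440 ± 41.3 (SD, n = 3) in WT. Its log2 fold change was 3.33 (standard error 0.160, adjusted p = 7.21e-08). The log2 fold changes were 2.12 for FTR1, 2.12 for ARN1, 3.99 for ARN2, 2.80 for SIT1 and 1.06 for FET4, with standard errors from 0.158 to 0.410 and adjusted p-values of at most 0.000178. FIT3 and TIS11 rose by 3.92 and 3.93. The exception was ISU2, at -0.05 (standard error 0.188, adjusted p = 0.835). LSO1 had too few counts in these libraries to be tested.
Annotation terms were tested with a one-sided Fisher's exact test. The background was all tested genes found in the R64 annotation, with or without a term. Of 31 genes annotated to intracellular iron ion homeostasis, 13 were among the higher genes, or 41.9% against 34.2% of all genes (adjusted p = 0.938). For siderophore transport it was 7 of 8 genes (adjusted p = 0.112). Among genes that rose by more than 1 on the log2 scale, siderophore transport had an adjusted p of 0.000152, and iron ion homeostasis one of 1, with 6 of its 31 genes (unadjusted p = 0.0219).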

In yeast, the iron regulon is activated in response to a decrease in the production or supply of iron-sulfur (Fe-S) clusters (*19*)—molecular assemblies of iron and sulfur produced in mitochondria that serve as enzymatic and structural cofactors in numerous proteins throughout the cell (*20*). 

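In the same comparison of cup1F8* with WT in SCEG, the 5 zinc genes labelled in Fig. 2F and fig. S2F were all higher, adjusted over all genes or over the list of 5 alone. Those panels were drawn from the same data, so that the direction of these genes in the cup1F8* strains is no independent test. ZPS1 (YOL154W, chromosome XV, 34658 to 35407) had 3554 ± 410 CPM (SD, n = 4) in cup1F8* and 19.1 ± 3.17 (SD, n = 3) in WT, a log2 fold change of 7.55 (standard error 0.163, adjusted p = 4.35e-09 from the quasi-likelihood test). The zinc transporter gene ZRT1 (YGL255W, chromosome VII, 20978 to 22108) had 1097 ± 69.3 CPM (SD, n = 4) and 151 ± 73.0 (SD, n = 3), a log2 fold change of 2.87 (standard error 0.308, adjusted p = 1.75e-05). ADH4 rose by 2.98, ZRT3 by 0.97 and ZRT2 by 0.85 on the log2 scale, with adjusted p-values of at most 0.000408. The mean log2 CPM of the 5 genes was 9.28 ± 0.160 (SD, n = 4) in cup1F8* and 6.23 ± 0.30 (SD, n = 3) in WT, a difference of 3.05 (two-sided exact permutation p = 0.0286). Without ZPS1, the gene that weighs most in it, the difference was 1.94. Normalized over all SCEG libraries, the mean was 9.11 to 9.49 in cup1F8* and 5.86 to 6.38 in WT. In the H3A110Ccup1F8* libraries, which are in the same sequencing set as cup1F8*, it was 5.38 to 5.49. These values argue against a difference between sets as what raises the 5 zinc genes in cup1F8*. Among WT cultures in SC, where no comparison with cup1F8* was made, ZPS1 and ZRT1 varied between libraries by 27.3-fold and 13.0-fold. Of 10 genes annotated to intracellular zinc ion homeostasis, 4 were among the higher genes (one-sided Fisher's exact test, adjusted p = 1).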

Several genes that are typically induced in response to zinc deficiency (*21*, *22*) are also up-regulated in the cup1^F8*^ strain compared to WT (Fig. 2F and fig. S2, D and E). The up-regulation of the iron and zinc regulons indicates a previously unrecognized role for Cup1 in iron and zinc homeostasis. 

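Genes labelled as lowered in Fig. 2F fell in these counts as well, SMF1 by a log2 fold change of -1.09 (standard error 0.0971, adjusted p = 4.70e-06 from the quasi-likelihood test) and ATM1 by -0.90 (standard error 0.0587, adjusted p = 5.31e-07). Outside the labelled genes, the largest changes whose counts did not overlap between the strains included genes that were hardly detected in 1 of them. YFL032W was at least 3.62-fold higher and IRC13 at least 3.03-fold higher in cup1F8*, with 0 counts in WT. COS3 was at least 8.71-fold lower, but has no 50-base window that is unique in the genome. YNL143C had a log2 fold change of -9.91 (standard error 0.239), at 2.58 ± 0.777 CPM (SD, n = 4) against 2496 ± 636 (SD, n = 3), and differed in the same way between the 8 libraries of the cup1F8* strains and all 12 other SCEG libraries. DHR2 fell by 2.99 on the log2 scale (standard error 0.181, adjusted p = 3.19e-07). From the raised iron and zinc genes, the paper concludes that Cup1 has a role in iron and zinc homeostasis.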

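Within the cup1F8* background, 1453 genes were higher and 1529 lower in H3A110Ccup1F8* than in cup1F8*, of 5906 tested at an adjusted p below 0.05 from edgeR's quasi-likelihood test. Of these, 61 and 110 changed by more than 1 on the log2 scale. Among the alternatives that kept every library, fitting all SCEG libraries together moved this count most, to 1223 and 974. Of the 21 iron genes tested, 14 were lower and 1 higher, and adjusted over the list alone 15 were lower and 1 higher. Their mean log2 CPM was 7.08 ± 0.123 (SD, n = 4) in H3A110Ccup1F8* and 7.48 ± 0.357 (SD, n = 4) in cup1F8*, a difference of -0.40 (two-sided exact permutation p = 0.114, with 0.0286 the smallest possible). Over the 6 genes of Fig. 2F alone it was -0.79 (p = 0.0286 from the same exact test), and every H3A110Ccup1F8* library was below every cup1F8* library. These 6 genes were labelled for their rise in the same cup1F8* data, a choice that by itself favours a fall. FET3 was at 2657 ± 176 CPM (SD, n = 4) against 4697 ± 863 (SD, n = 4), a log2 fold change of -0.82 (standard error 0.113, adjusted p = 9.46e-05). FTR1 fell by 0.94, ARN1 by 0.66, ARN2 by 0.96, SIT1 by 0.80 and FET4 by 0.80 on the log2 scale, with adjusted p-values of at most 0.0125. ISU2 was the gene that rose, by 1.13 (standard error 0.111, adjusted p = 6.90e-06).
All 5 zinc genes were lower in H3A110Ccup1F8*. ZPS1 was at 9.12 ± 0.463 CPM (SD, n = 4) against 3766 ± 447 (SD, n = 4) in cup1F8*, a log2 fold change of -8.69 (standard error 0.114, adjusted p = 5.69e-14). ZRT1 changed by -4.91, ADH4 by -3.69, ZRT2 by -1.21 and ZRT3 by -1.12, with adjusted p-values of at most 3.62e-06. The mean log2 CPM of the zinc genes differed by -3.90 (two-sided exact permutation p = 0.0286). Against WT, all 21 iron genes tested were still higher in H3A110Ccup1F8*, FET3 by 2.55 and ARN2 by 3.07 on the log2 scale, while 4 of the 5 zinc genes were lower, ZPS1 by -1.1 and ZRT1 by -2.0. This last comparison is again between sequencing sets. The effect of H3A110C in cup1F8* was tested against its effect in WT. For the iron genes the effects differed by -0.13 in mean log2 CPM (two-sided exact permutation p = 0.677 over 1400 relabelings, Benjamini-Hochberg adjusted p = 0.719). For the zinc genes they differed by -3.86 (p = 0.0157 from the same exact test, adjusted p = 0.0629). Gene by gene, the difference was -4.94 for ZRT1 (adjusted p = 2.97e-06 from the quasi-likelihood test). Of the 21 iron genes, it passed for FTR1 (-1.02, adjusted p = 0.0067), FET3 (-0.76, adjusted p = 0.0418) and FET4 (-0.68, adjusted p = 0.0255), and in the other direction for ISU2 (0.96, adjusted p = 0.00943). It did not pass for the other 17, among them ARN1 (-0.14), ARN2 (-0.17), SIT1 (-0.11) and FIT3 (-0.63), with adjusted p-values of at least 0.111.

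**Figure D2:**
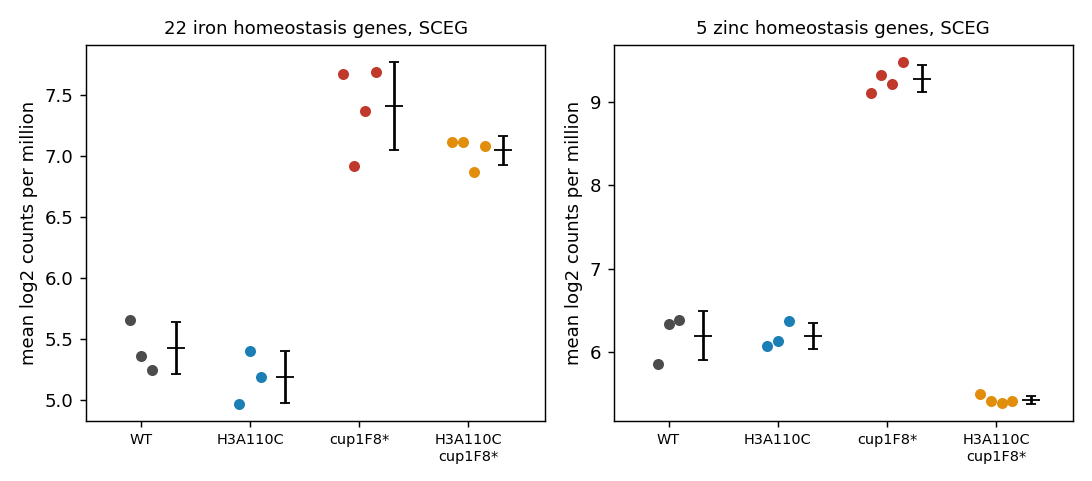
Mean log2 CPM of the iron genes and of the zinc genes in each SCEG library of WT, H3A110C, cup1F8* and H3A110Ccup1F8*, normalized over all SCEG libraries; points are libraries, and the marks beside them are the mean and SD. For the zinc genes the H3A110Ccup1F8* libraries lie between 5.38 and 5.49, below those of WT, and for the iron genes between 6.87 and 7.11, against 6.92 to 7.68 in cup1F8*.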

In the cup1^F8*^ background, the H3A110C mutation lowered the expression of iron and zinc regulon genes, indicating that introduction of H3C110 improved iron and zinc homeostasis (Fig. 2G and fig. S2F), likely explaining the improved growth of the cup1^F8*^ strain with the H3A110C mutation.

### H3C110 improves iron homeostasis and alleviates metabolic stress during glutathione deficiency

Glutathione plays a key role in supporting Fe-S cluster biogenesis by facilitating iron uptake into mitochondria (*23*). To determine whether the H3A110C mutation could improve iron homeostasis in the absence of adequate glutathione, we deleted the γ-glutamylcysteine synthetase (*GSH1*) gene, which catalyzes the first step in glutathione biosynthesis (*24*), in both WT and *H3^A110C^* strains, and examined their growth on solid and in liquid oxidative media. Neither the *gsh1*Δ nor the *H3^A110C^gsh1*Δ strain was able to grow in medium without supplemental glutathione. However, adding low levels of glutathione rescued their growth defect, with the *H3^A110C^gsh1*Δ strain requiring significantly less glutathione to restore respiratory growth compared to the *gsh1*Δ strain (Fig. 3A). This effect was consistent across both solid and liquid media (Fig. 3B), as well as in an independently derived *H3^A110C^gsh1*Δ strain in a different strain background (fig. S3A). In addition, the H3L126M mutation, which also enhances the copper reductase activity of nucleosomes (*3*), similarly reduced the requirement for glutathione supplementation in the *gsh1*Δ strain (fig. S3B). Together, these results suggest that enhancing histone H3 copper reductase activity lowers the need for glutathione supplementation in yeast strains lacking the ability to synthesize it.

**Fig. 3.**
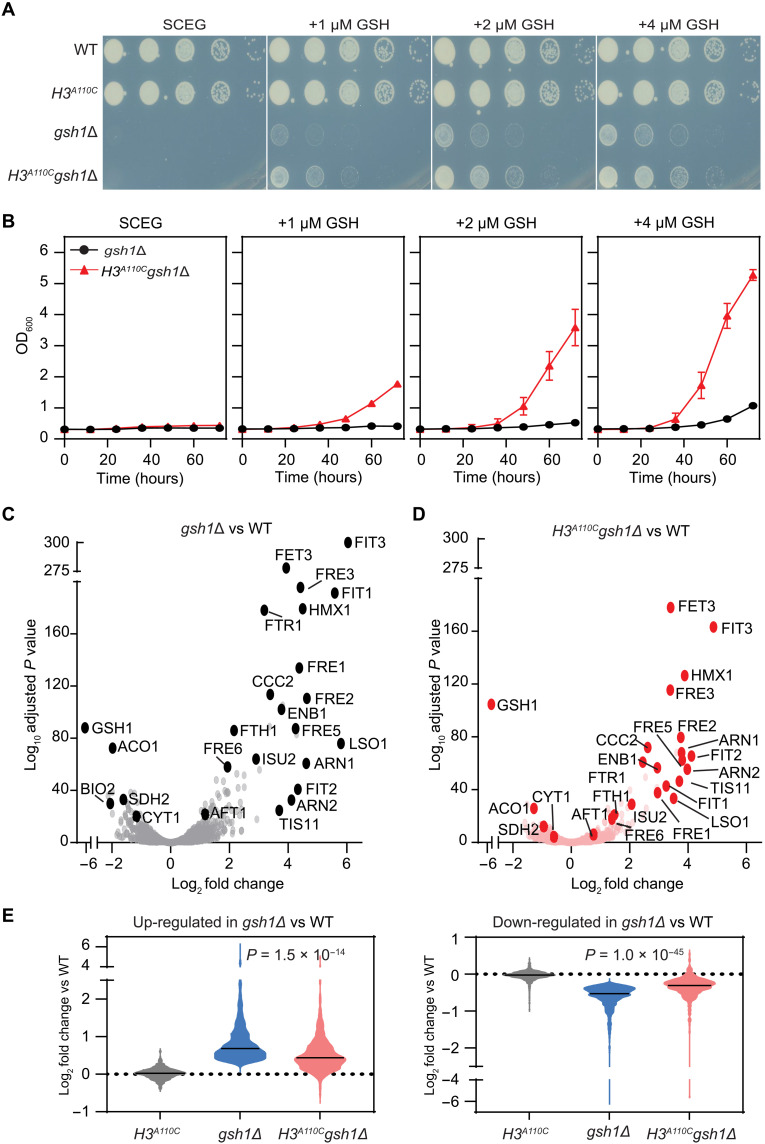
Introduction of H3C110 into *S. cerevisiae* decreases glutathione requirement. (**A**) Spot test assays of the indicated strains in oxidative medium (SCEG) or with glutathione (GSH) supplementation as indicated. Note that SCEG contains no glutathione. (**B**) Growth curves of the indicated strains in SCEG or with GSH supplementation as indicated. (**C** and **D**) Volcano scatterplots illustrating the relationship between changes in gene expression of the indicated strains and the corresponding level of significance. Several genes involved in iron homeostasis are indicated. (**E**) Violin plots showing the average mRNA expression of genes significantly (*P* < 0.05) up-regulated (left) or down-regulated (right) in *gsh1*Δ versus WT in the indicated strains. The solid line indicates the median value. *P* values were calculated using a *t* test.

To determine whether the effect of H3C110 on lowering glutathione requirement of *gsh1*Δ strain was related to the activity of glutathione reductase, we deleted the *GLR1* gene, which encodes glutathione reductase 1 in WT and *H3^A110C^* strains. Unlike the *gsh1*Δ strain, *glr1*Δ cells did not exhibit a growth defect in fermentative or oxidative media lacking glutathione, making it difficult to assess the impact of the H3A110C mutation (fig. S3C). To overcome this, we generated a *glr1Δgsh1*Δ double mutant, which required significantly more supplemental glutathione for growth under oxidative conditions (fig. S3D). Despite this increased dependency, the H3A110C mutation (*glr1Δgsh1ΔH3^A110C^*) still reduced the glutathione requirement, indicating that the effects of H3C110 are independent of Glr1 activity.

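Deletion of GSH1 removes the first enzyme of glutathione synthesis. The gsh1Δ and H3A110Cgsh1Δ strains were sequenced in SCEG with 3 libraries each, and the authors deposited their counts in one table with those of WT and H3A110C. The paper reports that neither strain grew unless glutathione was added, and does not state whether these cultures received it. A difference in added glutathione between the gsh1Δ and WT cultures can therefore not be excluded. Between 2917138 and 4344857 reads per library were counted on genes in gsh1Δ (median 4141748), and between 3374100 and 6013267 in H3A110Cgsh1Δ (median 5286359), with a depth floor of at most 1.03 CPM. The sample labels number these libraries in SCEG together with those of WT and H3A110C, without a repeated number, and all 12 were taken as one sequencing set, so that the comparisons here lie within it. GSH1 (YJL101C) itself had 0 counts in all 6 libraries of the deletion strains, and 479 to 692 counts in each library of WT and H3A110C in SCEG. It was at least 121-fold lower in gsh1Δ than in WT.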

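In gsh1Δ against WT, 709 genes were higher and 727 lower of 5678 tested at an adjusted p below 0.05 from edgeR's quasi-likelihood test, and 185 and 83 of them changed by more than 1 on the log2 scale. The largest move, among the alternatives that kept every library, was to 854 and 1117, with the Wald test of DESeq2 over all 20 SCEG libraries, an alternative chosen after seeing the data. Fig. 3C, which labels most of the iron genes, was drawn from this same comparison, so that their rise is no independent test. Of the 22 iron genes, 21 were higher, adjusted over all genes or over the list alone. Their mean log2 CPM was 9.47 ± 0.135 (SD, n = 3) in gsh1Δ and 5.41 ± 0.211 (SD, n = 3) in WT, a difference of 4.06 (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). Taking the median over the genes in place of the mean lowered this to 3.57. FET3 was at 6728 ± 448 CPM (SD, n = 3) in gsh1Δ and 413 ± 40.8 (SD, n = 3) in WT, a log2 fold change of 4.03 (standard error 0.141, adjusted p = 4.30e-08). The siderophore transporter gene ARN1 (YHL040C, chromosome VIII, 19088 to 20971) rose by 5.55 (standard error 0.255) and FIT3, for a cell wall protein, by 6.29 (standard error 0.221). HMX1 rose by 4.32, TIS11 by 5.42, FTR1 by 3.27 and AFT1, for the iron-responsive transcription factor, by 1.22. LSO1 was at least 110-fold higher, with 0 counts in WT. FET4 was the exception, at 0.28 (standard error 0.135, adjusted p = 0.153). Of 32 genes annotated to intracellular iron ion homeostasis, 17 were higher, 53.1% against 12.6% of all genes (one-sided Fisher's exact test, adjusted p = 7.72e-05).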

Gene expression and ontology analyses revealed a significant up-regulation of the iron regulon in the *gsh1*Δ strain (Fig. 3C and fig. S3, E and F), consistent with the expected impairment of Fe-S cluster metabolism. Consistent with its effects in the cup1^F8*^ background, the H3A110C mutation reduced the expression of iron regulon genes in the *gsh1*Δ strain (Fig. 3D and fig. S3G), indicating an improvement in iron homeostasis. 

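In H3A110Cgsh1Δ against gsh1Δ, 15 genes were higher and 33 lower of 5690 tested at an adjusted p below 0.05 from the quasi-likelihood test, and 451 and 441 at an unadjusted p below 0.05. Over all genes, 7 of the 22 iron genes were lower, and adjusted over the list alone 20 were. Their mean log2 CPM was 8.72 ± 0.0830 (SD, n = 3) in H3A110Cgsh1Δ and 9.47 ± 0.131 (SD, n = 3) in gsh1Δ, a difference of -0.75 (two-sided exact permutation p = 0.1, the smallest possible), and every H3A110Cgsh1Δ library was below every gsh1Δ library. The 7 genes were LSO1 (log2 fold change -2.04, standard error 0.160, adjusted p = 0.0035), FIT1, ARN1, FRE3, FIT3, ISU2 and SIT1. FIT1 changed by -2.0 (standard error 0.223, adjusted p = 0.0112), with 88.1% of its 50-base windows unique in the genome. ARN1 changed by -1.07, FRE3 by -0.98, FIT3 by -0.86, ISU2 by -0.79 and SIT1 by -0.70, with adjusted p-values of at most 0.0436. SIT1 and FIT3 were no longer called with all SCEG libraries in one fit (adjusted p = 0.10 and 0.0747). With each library left out in turn, only LSO1 was called in all 6 fits, and the adjusted p of the other 6 genes rose to as much as 0.118 for FIT1 and FRE3, 0.121 for ARN1, 0.125 for ISU2, 0.209 for FIT3 and 0.278 for SIT1. FET3 was at 4817 ± 294 CPM (SD, n = 3) in H3A110Cgsh1Δ and changed by -0.48 (standard error 0.113, adjusted p = 0.0957), and FTR1 by -0.65 (adjusted p = 0.0708). The fit of all SCEG libraries gave 304 genes higher and 248 lower, and leaving out 1 library at a time gave from 0 to 485 higher and from 1 to 533 lower. The effect of H3A110C on the iron genes in gsh1Δ differed by -0.52 from its effect in WT (two-sided exact permutation p = 0.19 over 400 relabelings, Benjamini-Hochberg adjusted p = 0.43).

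**Figure D3:**
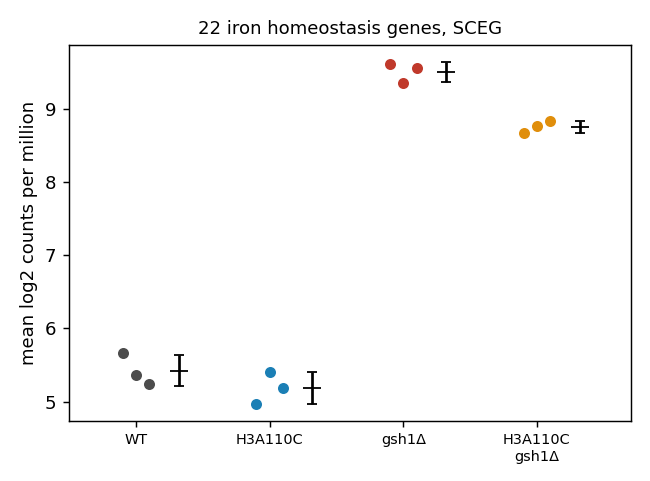
Mean log2 CPM of the iron genes in each SCEG library of WT, H3A110C, gsh1Δ and H3A110Cgsh1Δ, normalized over all SCEG libraries; points are libraries, and the marks beside them are the mean and SD. The H3A110Cgsh1Δ libraries lie between 8.67 and 8.83, below the gsh1Δ libraries at 9.35 to 9.61 and above all those of WT and H3A110C.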

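Against WT, 179 genes were higher and 118 lower in H3A110Cgsh1Δ in SCEG, of 5724 tested at an adjusted p below 0.05 from the quasi-likelihood test, compared with the 1436 genes called in gsh1Δ. The gap between these counts depends on the spread between libraries and does not measure how many changes H3A110C removed. With all SCEG libraries in one fit, 598 genes were higher and 584 lower in H3A110Cgsh1Δ, against 888 and 984 in gsh1Δ. Same-numbered libraries of H3A110Cgsh1Δ and WT deviated from their group means together, with a correlation of 0.211 across 5874 genes. With the replicate number as a block, 369 genes were higher and 264 lower, and these included all 297 genes called without it. Leaving out 1 library at a time gave from 68 to 649 genes higher and from 21 to 659 lower. The highest counts, 649 and 659, came without H3A110Cgsh1Δ replicate 2, which lay apart from the other replicates. The iron genes remained raised, with 21 of 22 higher than in WT, FIT3 by 5.43 (standard error 0.219) and HMX1 by 3.82 (standard error 0.131) on the log2 scale. After the deleted GSH1, the largest falls whose counts did not overlap between the strains were those of ADY2 (log2 fold change -1.85, adjusted p = 0.0052) and MF(ALPHA)1 (-1.84, adjusted p = 0.0302). In the fits that left out 1 library, the adjusted p rose to as much as 0.0213 for ADY2 and 0.120 for MF(ALPHA)1. In a principal component analysis of the 12 libraries of WT, H3A110C, gsh1Δ and H3A110Cgsh1Δ, the first component held 49.0% of the variance. On it the gsh1Δ libraries scored from 20.4 to 26.5, the H3A110Cgsh1Δ libraries from 9.88 to 17.5, and the WT and H3A110C libraries from -21.9 to -14.2.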

A broader analysis showed that the H3A110C mutation partially restored the gene expression changes observed in *gsh1*Δ back toward WT levels. Genes that were up-regulated in *gsh1*Δ returned partially to normal levels, whereas down-regulated genes also showed partial restoration in the presence of the H3A110C mutation (Fig. 3E). These findings suggest that the reduced need for supplemental glutathione in the *H3^A110C^gsh1*Δ strain is associated with an overall shift in gene expression toward a WT pattern including that of the iron regulon.

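The genes of Fig. 3E were taken here as those called in gsh1Δ against WT, and their log2 fold changes over WT were compared between the strains. For the genes higher in gsh1Δ, 698 of which could be measured in every comparison, the median was 0.03 in H3A110C, 0.62 in gsh1Δ and 0.40 in H3A110Cgsh1Δ. The share of the median change that was absent in H3A110Cgsh1Δ was thus 0.360. Taken within same-numbered libraries of WT, gsh1Δ and H3A110Cgsh1Δ, it was 0.370, 0.392 and 0.333 for replicates 1, 2 and 3. For the 727 genes lower in gsh1Δ, the medians were -0.03, -0.54 and -0.33, a share of 0.389, with 0.307, 0.471 and 0.335 for the same replicates. In H3A110Cgsh1Δ, 615 of the higher genes and 641 of the lower genes were closer to WT than in gsh1Δ. The mean over the genes in each library differed between H3A110Cgsh1Δ and gsh1Δ by -0.30 for the higher and by 0.25 for the lower genes (two-sided exact permutation p = 0.1 for each, the smallest that 3 libraries against 3 allow). Genes picked because they changed in gsh1Δ will tend to lie closer to WT in any new library. The genes were therefore also picked with 1 replicate of WT and gsh1Δ held out and measured on it. The share was then 0.288 on average for the higher genes, with 0.269, 0.358 and 0.237 for replicates 1, 2 and 3. For the lower genes it was 0.387 on average, with 0.291, 0.518 and 0.351 for the same replicates.

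**Figure D4:**
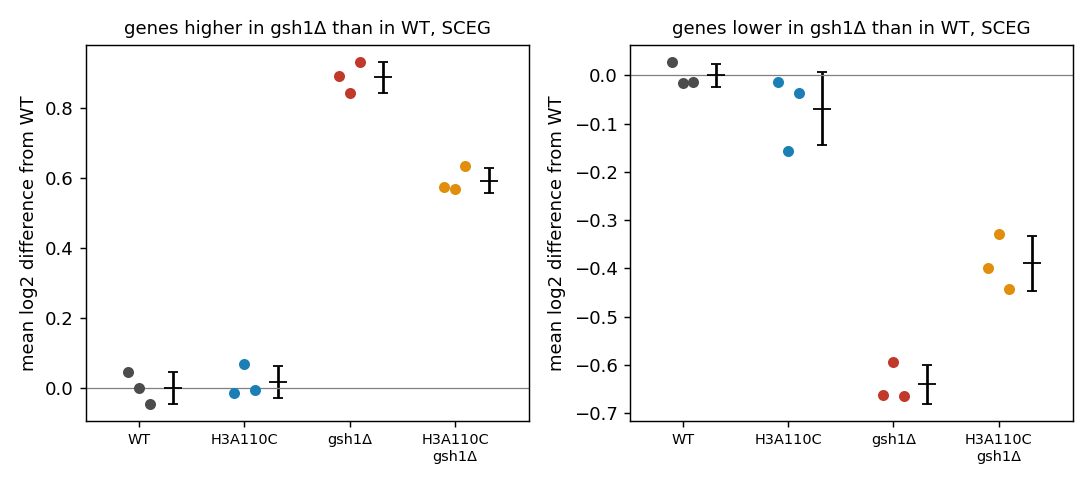
Mean log2 fold change over the mean of WT, in each SCEG library, of the genes called higher (left) and lower (right) in gsh1Δ; points are libraries, and the marks beside them are the mean and SD. For the higher genes the gsh1Δ libraries lie between 0.84 and 0.93 and the H3A110Cgsh1Δ libraries between 0.57 and 0.63.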

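The genes for iron-containing proteins labelled as lowered in Fig. 3C moved the other way from the iron regulon. ACO1 had a log2 fold change of -2.01 in gsh1Δ against WT (standard error 0.123) and of 0.67 in H3A110Cgsh1Δ against gsh1Δ (standard error 0.113, adjusted p = 0.0356 from the quasi-likelihood test). BIO2 changed by -2.16 (standard error 0.152) and 1.61 (standard error 0.204, adjusted p = 0.0132). With each library left out in turn, the adjusted p of these rises reached as much as 0.27 for ACO1 and 0.125 for BIO2. SDH2 and CYT1 fell by 1.65 and by 1.18 in gsh1Δ and rose by 0.67 (adjusted p = 0.0708) and 0.56 (adjusted p = 0.09) with H3A110C, which did not pass the threshold. From the lowered iron genes and the partial return of both groups of genes, the paper proposes that the smaller glutathione requirement of H3A110Cgsh1Δ goes with a shift of gene expression toward WT, the iron regulon included.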

### Rescue of *gsh1*Δ by H3A110C is not linked to iron uptake but to improvements in cellular redox balance

To explore how the H3A110C mutation enhances iron homeostasis, we first investigated whether Fet3, a copper-dependent iron oxidase required for iron uptake (*10*), was involved. Although *fet3*Δ did impair the growth of both *gsh1*Δ and *H3^A110C^gsh1*Δ, due to further limitations in iron availability, the H3A110C mutation still reduced the need for glutathione supplementation in the *fet3Δgsh1*Δ strain, ruling out a role for Fet3-mediated iron uptake (Fig. 4A). In addition, we observed no changes in total intracellular iron levels as measured by inductively coupled plasma mass spectrometry (ICP-MS) (*25*), confirming that the H3A110C mutation does not affect iron uptake (Fig. 4B). The *H3^A110C^gsh1*Δ strain exhibited higher levels of intracellular copper, although the nature and intracellular localization of this copper remain to be determined (Fig. 4B).

**Fig. 4.**
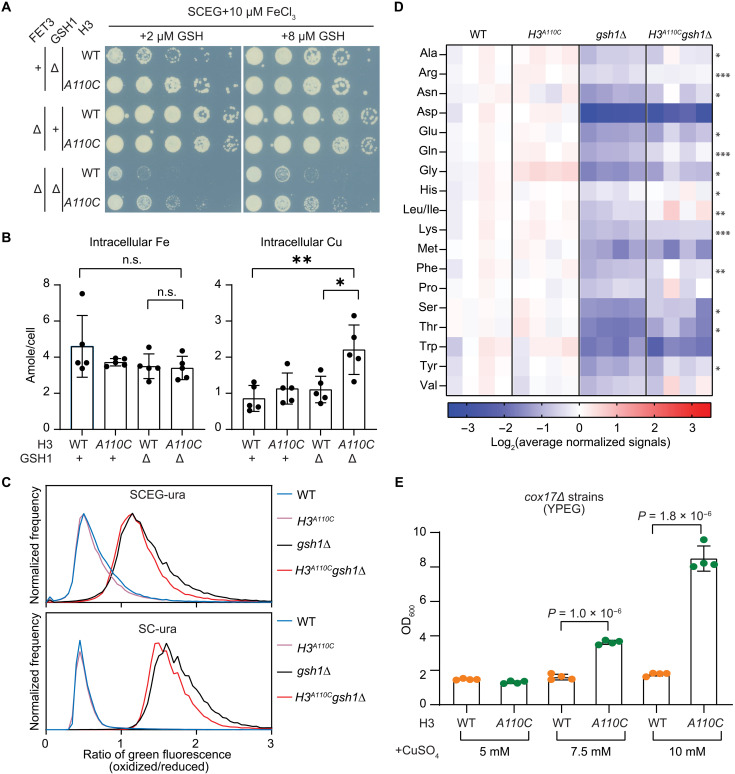
Introduction of H3C110 into *S. cerevisiae* improves cellular redox and metabolic profile under glutathione deficiency. (**A**) Spot test assays of the indicated strains in oxidative medium (SCEG) with iron supplementation. Note that the baseline levels of iron in SCEG do not support the growth of *fet3*Δ strains. (**B**) Intracellular iron and copper content of exponentially growing strains as measured by ICP-MS/MS. Bars are means ± SD from five independent experiments (*P < 0.05; **P < 0.01, *t* test). n.s., not significant. (**C**) Average normalized flow cytometry distributions of cells containing the redox-sensitive ro2GFP grown in the indicated media from eight experiments. The *x* axis indicates the ratio of oxidized/reduced green fluorescence signal. (**D**) Heatmap showing intracellular levels of the indicated amino acids in the specified strains from four independent experiments. The scale represents log_2_ average-normalized levels of each amino acid. *P* values indicate the significance of comparisons between *gsh1*Δ and *H3^A110C^gsh1*Δ data points (*P < 0.05, **P < 0.01, ***P < 0.005, *t* test). (**E**) Bar graph depicts the OD_600_ for the indicated strains and media after 5 days of growth, based on four cultures. *P* values were calculated using a *t* test.

We next investigated whether the H3A110C mutation enhances glutathione import into mitochondria. This process is mediated by the transporter SLC28A39, which depends on its ability to sense or bind Fe-S clusters through four cysteine residues in its matrix-facing region (*26*). To test this, we mutated two of these cysteines in the orthologous gene, *MTM1* (*27*), in both *gsh1*Δ and *H3^A110C^gsh1*Δ strains. Despite the mutations in *MTM1*, the H3A110C mutation still improved the growth of *gsh1*Δ in this background (fig. S4A), suggesting that enhanced mitochondrial glutathione uptake is unlikely to be the mechanism behind the improved iron homeostasis in the *H3^A110C^gsh1*Δ strain.

Given glutathione’s role in regulating cellular redox balance and the interplay of redox balance with copper and iron homeostasis (*23*), we used a redox-sensitive GFP to assess the cellular oxidation state (*28*). In oxidative, but not fermentative medium, *H3^A110C^* showed a small but reproducible decrease in GFP oxidation compared to WT cells (Fig. 4C and fig. S4B). As expected, *gsh1*Δ cells displayed a substantial increase in oxidized GFP signal in both media, reflecting glutathione depletion (Fig. 4C). In *H3^A110C^gsh1*Δ cells, there was a modest shift toward lower GFP oxidation, indicating that the H3A110C mutation reduces intracellular oxidation in *gsh1*Δ cells (Fig. 4C). A similar effect was observed in the cup1^F8*^ strain (fig. S4C). Although cup1^F8*^ did not show substantially higher GFP oxidation compared to WT, the H3^A110C^cup1^F8*^ exhibited lower GFP oxidation than cup1^F8*^ in oxidative but not fermentative medium (fig. S4C). This suggests that the effects of H3A110C on cellular oxidation state may be a common phenotype shared by cup1^F8*^ and *gsh1*Δ cells.

We next measured over 200 cellular metabolites to investigate the effects of the H3A110C mutation on cellular metabolism in cells grown in oxidative media (data S1). As expected, levels of glutathione and related metabolites were significantly reduced in both *gsh1*Δ and *H3^A110C^gsh1*Δ cells compared to WT or *H3^A110C^* cells (fig. S4D). Among the major metabolites, we observed a significant depletion of amino acids in *gsh1*Δ cells, with most of these amino acid levels being modestly restored in *H3^A110C^gsh1*Δ cells (Fig. 4D). Many other metabolites showed similar trends (fig. S4E).

Together, our data suggest that the reduced need for supplemental glutathione in *H3^A110C^gsh1*Δ cells is associated with a general alleviation of the impact of glutathione deficiency on gene expression including the iron regulon, cellular redox balance, and metabolite levels such as amino acids.

### Histone H3C110 compensates for defects in mitochondrial copper delivery

Considering that mitochondria are the site of Fe-S cluster synthesis and play a critical role in cellular redox balance, we next asked whether the effects of H3C110 could be linked more directly to mitochondrial function. To test this, we deleted the *COX17* gene, which encodes a copper metallochaperone required for delivery of copper to cytochrome c oxidase (complex IV) in mitochondria. The *cox17*Δ strain is unable to grow on oxidative medium without high levels of exogenous copper in the medium (*29*). However, we found that introducing H3A110C into the *cox17*Δ strain (*cox17Δ H3^A110C^*) substantially improved growth in oxidative medium [yeast peptone ethanol glycerol (YPEG)] compared to *cox17*Δ alone (Fig. 4E). This finding suggests that H3C110 and the copper reductase activity of histone H3 are directly linked to mitochondrial function, specifically complex IV activity.

### Histone H3C110 modulates RLS

Yeast RLS, defined as the number of times a mother cell buds to produce progeny daughter cells, has been a valuable model for aging research (*30*). Previous studies have shown that iron homeostasis plays a key role in RLS, with iron supplementation delaying aging and iron limitation accelerating it, primarily through its effects on mitochondrial function (*31*–*33*). Mitochondria are critical for oxidative growth, and consistently, increased iron uptake extends RLS under oxidative, but not fermentative, conditions (*34*). Given that the H3A110C mutation improves iron homeostasis, we used a combination of microfluidic single-cell analysis and high-resolution time-lapse microscopy to measure its impact on yeast RLS (*35*, *36*). In oxidative medium, the H3A110C mutation extended RLS by ~23% compared to WT cells in two independent experiments (Fig. 5A and fig. S5A). Similarly, the H3L126M mutation, which also enhances nucleosome copper reductase activity, extended RLS by about 14% in two separate experiments under the same oxidative growth condition (Fig. 5B and fig. S5B). The opposite effect on RLS was observed when the strains were grown under fermentative conditions. Both H3A110C and H3L126M mutations reduced RLS by ~13% in two independent experiments (Fig. 5, C and D, and fig. S5, C and D). These findings suggest that, although enhancing the copper reductase activity of histone H3 extends RLS during respiratory growth, this benefit comes at the cost of reduced RLS in the presence of glucose, the preferred carbon source.

**Fig. 5.**
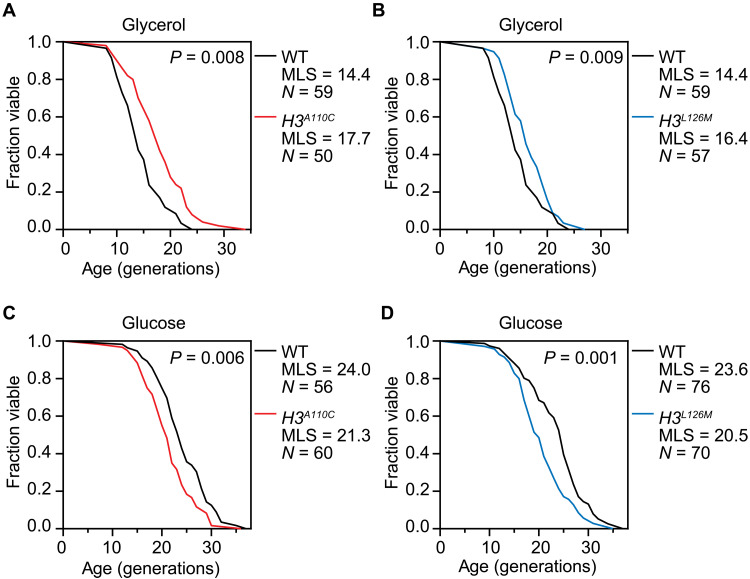
Gain-of-function mutations in the copper reductase activity of histone H3 extend RLS in oxidative medium but reduce it in fermentative medium. (**A** and **B**) RLS analysis of strains with H3A110C or H3L126M mutation grown in oxidative medium (YPGlycerol). Median life span (MLS) in days and the number of cells analyzed are indicated. (**C** and **D**) Same as in (A) and (B), but for cells cultured in fermentative medium (YPD). *P* values were calculated using the Wilcoxon rank sum test.

## DISCUSSION

Histone H3 copper reductase activity offers a novel paradigm for understanding the contributions of histones to the evolution, structure, and functions of chromatin (*37*). By viewing the nucleosome through the lens of histone H3 enzyme activity, we can identify previously unrecognized features and generate novel hypotheses—insights that are not easily derived from the epigenetic framework centered around histone regulation of DNA functions. We have previously demonstrated the utility of this metabolic model by identifying the H3L126 residue as the axial ligand for copper binding, which fine-tunes nucleosome enzymatic activity (*3*). In this study, we applied this metabolic framework to investigate the role of the H3C110 residue, the only cysteine in canonical core histones. The H3.1 mammalian variant histone contains a second cysteine. We found that the presence of H3C110 and the resulting enhancement of histone H3 copper reductase activity contribute to improved iron homeostasis, benefiting growth and replication under oxidative conditions. However, this advantage comes with a trade-off under fermentative conditions, where the same activity may impair RLS. This functional trade-off may explain the evolutionary pattern of H3C110 retention, loss, or regain observed in eukaryotes, especially across the fungal kingdom.

The H3C110 residue is located near the H3-H3′ interface but is not predicted to contribute to the stability of this surface (*6*). In addition, the two opposing cysteines are too far apart to readily form a disulfide bond (*6*). Although disulfide-bonded histone H3 has been observed in nucleosome preparations from cells (*38*), such bonding would require significant displacement of protein-protein and protein-DNA interactions, making it unlikely under normal cellular conditions (*6*). However, despite its position deep within the nucleosomes, H3C110 is accessible as modifications such as S-acylation (*39*), glutathionylation (*40*), S-sulfenylation, and other oxidative modifications (*41*–*43*) have been reported.

The role of H3C110 had remained unknown until we found that it plays a key role in Cu^2+^ binding and its catalysis to Cu^1+^. Although the absence of this cysteine significantly reduced the copper reductase activity of human histone H3 in vitro, it did not completely abolish the activity (*4*). Consistently, genetic and molecular data from the budding yeast, whose histone H3 lacks the C110 residue, supported the notion that it also functions as a copper reductase enzyme (*4*, *7*). This finding raised the question of what evolutionary pressures have driven the loss of this residue in yeast.

We addressed this question by introducing the H3C110 residue into yeast histone H3, replacing the naturally occurring alanine. In a previous work, we demonstrated that the H3A110C mutation increases the copper reductase activity of yeast histone H3 in vitro and acts as a gain-of-function mutation in vivo (*4*). Here, we further characterized the *H3^A110C^* strain and found that it increases intracellular Cu^1+^ levels and improves iron homeostasis. This improvement was evident when intracellular balance was disrupted, such as by inactivation of the Cup1 metallothionein or reduction of the glutathione pool, and was independent of iron uptake. These findings suggest that H3C110 may regulate iron metabolism by influencing intracellular iron distribution or utilization rather than directly affecting iron uptake. In both cup1^F8*^ and *gsh1*Δ cells, the H3A110C mutation also made the overall cellular milieu more reducing. Whether this effect results from improved iron homeostasis or contributes to it—potentially by preventing the oxidation of Fe-S clusters—remains to be determined. It is also possible that the ability of H3C110 to compensate for defects in mitochondrial copper delivery is linked to its role in improving iron homeostasis.

The improvement in intracellular iron homeostasis may explain the extension of RLS under oxidative growth conditions, where the demand for iron is high due to increased mitochondrial activity. However, as an oxidoreductase enzyme, histone H3 consumes reducing equivalents that could otherwise be used by various anabolic pathways (*44*). Thus, the improved iron homeostasis likely comes at the cost of increased consumption of reducing equivalents. Consistent with this, under fermentative conditions—where the demand for iron is lower—the enhanced copper reductase activity of histone H3 shortens RLS. It is conceivable that the trade-off between improved iron metabolism and the consumption of reducing equivalents by histone enzyme activity may represent the molecular cost-benefit balance behind the evolution and function of H3C110 in eukaryotes.

## MATERIALS AND METHODS

### Preparation of solutions and glassware

Removal of contaminating metals from glassware and solutions is a critical precaution to ensure the reproducibility of experiments. All glassware was treated with 3.7% hydrochloric acid for ≥12 hours, followed by 7% nitric acid for ≥12 hours and extensive rinsing with Milli-Q (MilliporeSigma) ultrapure water to remove trace metal contamination. All solutions, buffers, and washes were prepared and done using Milli-Q ultrapure water. Solutions were prepared using BioUltra grade (Sigma-Aldrich) reagents, when available. For yeast media, the addition of all components was done without the use of metal spatulas. Media were filtered through 0.2-μm membranes.

### Strain generations and growth conditions

All *S. cerevisiae* strains used in this study are either based on OCY1131, which was generated from BY4741, or YLK1879 (both are from the S288C background) (*4*). A complete list of strains and their genotypes is listed in table S1. The CRISPR-Cas9 system optimized for *S. cerevisiae* was used to generate the H3A110C and MTM1 C49/51A mutations and to delete *GLR1* (*45*). *GSH1*, *FET3*, *COX17*, and *MIC19* were deleted by a standard gene replacement and targeted insertion methodology using selectable marker integration (*46*, *47*). All strains were routinely maintained on YPD (1% yeast extract, 2% peptone, and 2% d-glucose) plates. Fermentative media were synthetic complete medium (SC) consisting of yeast nitrogen base (BD Biosciences or Sunrise Science), ammonium sulfate (Sigma-Aldrich), 2% glucose (Sigma-Aldrich), all amino acids, uracil, and adenine (Sunrise Science) and SC lacking uracil (SC-ura). For oxidative media, 2% glucose was replaced with 2% each of ethanol and glycerol (SCEG, SCEG-ura, or YPEG). All strains were grown at 30°C in all experiments.

### Comparative genomics and phylogenetics

Histone H3 proteins were identified across eukaryotes using a taxonomically diverse dataset made up of genome- and transcriptome-predicted proteomes obtained from UniProt (*48*), EukProt V3 (*49*), and the SRA (Short Read Archive) (*n* = 184, downloaded 26 June 2024). To balance the dataset, the best two proteomes per genus based on BUSCO (Benchmarking Universal Single Copy Orthologs) (*50*) completeness were selected from UniProt. For animals, fungi, and plants, stricter taxonomic criteria were used to reduce overrepresentation, by selecting the best proteome per phyla for animals (*n* = 17), the best proteome per order for plants (max three per class, *n* = 6), and the best proteome per class for fungi (max two per phyla, *n* = 12). The dataset was also supplemented with transcriptome-predicted proteomes (*n* = 6) obtained from EukProt V3 and two species of CRuMs (*Rigifila ramosa*: SRR5997435; *Diphylleia rotans*: SRR5997435).

Histone H3 homologs were identified from the eukaryotic dataset using hidden Markov models (HMMs) and phylogenetically curated. The eukaryotic dataset was searched using a previously developed histone H3 profile HMM (*51*) using HMMER v3.4 (*E* < 10^−5^, domE < 10^−5^), and hits greater than 300 amino acids were excluded to avoid mispredicted proteins (*52*). To further exclude nonhomologous regions, the histone H3 HMM was mapped to each of the resulting proteins using HMMScan (*E* < 10^−5^, domE < 10^−5^) and corresponding regions were extracted. To remove redundancy resulting from recent paralogs, identical proteins derived the same species were clustered using CD-HIT v4.8.1 (*53*). To discriminate between core H3 and centromeric H3, the clustered proteins were aligned using the L-INS-i algorithm of MAFFT v7.5.20 and trimmed with a gap threshold of 30% using trimAl v1.4.rev15 (*54*, *55*). A phylogeny was then inferred using IQ-Tree v2.2.6 using the LG4M+R9 substitution model, as selected by ModelFinder based on the Bayesian information criterion (*56*, *57*). Topological support was assessed using Shimodaira-Hasegawa approximate likelihood ratio tests (*n* = 1000) (*58*). The phylogeny was visualized in FigTree v1.4 (http://tree.bio.ed.ac.uk/software/figtree/) and iTOL v6 (*59*). After isolating core H3 homologs, histones were realigned and classified as containing or lacking C110 based on the presence or absence of a cysteine within five aligned positions of C110, based on manual inspection of the alignment using AliView v1.28.

To examine histones across the ascomycetes, an additional database containing genome-predicted proteomes from UniProt was assembled (downloaded 23 November 2023). In particular, the best proteome per species based on BUSCO completeness was obtained for the Saccharomycotina (*n* = 80) and the best proteome per order for other Ascomycetes (*n* = 51) were collected. Histones, including those belonging to the H3, H4, H2A, and H2B families, were identified and extracted as described above. H3C110 distributions were visualized across the ascomycete phylogeny using IToL based on a species tree inferred using a set of 242 previously curated phylogenetic marker genes (*60*). Individual proteins were identified from reference proteomes using HMMER, and single gene phylogenies were generated with IQ-Tree (LG+G4 model, fast mode) and manually curated to exclude paralogs. Orthologs were realigned using L-INS-I and trimmed with a gap threshold of 80%, and a phylogeny was generated using IQ-Tree and the Q.yeast+I+R10 substitution model, selected using ModelFinder. Statistical support was inferred using ultrafast bootstraps (*n* = 1000) (*61*). Last, using the ascomycete histones, coevolving sites were identified using GroupSim and the Blosum62 matrix (*62*), amino acid context was assessed using WebLogo (*63*), and protein structures were visualized using PyMOL v2.5.0.

### Spot tests

Cells from exponentially growing cultures were 10-fold serially diluted and spotted on agar plates with various media conditions as indicated in the figures. Spotted plates were incubated at 30°C for up to 6 days and imaged daily. Images shown in the figures were captured when sufficient growth had occurred, and growth differences could be assessed (typically 3 to 5 days).

### Redox-sensitive GFP reporter plasmid

The gene encoding for roGFP2 was cloned from pRSETB-ro2GFP (Addgene, no. 82366) (*28*) and introduced into a modified pRS416 backbone containing TDH3 promoter and ADH1 terminator (URA3 PTDH3 ADH1term CEN6/ARSH4). The reduction-oxidation–sensitive GFP (roGFP) was created by substituting surface-exposed residues with cysteines on the *Aequorea victoria* GFP to allow disulfide bond formation under oxidizing conditions (*28*).

### Flow cytometry

Single colonies of cells bearing the Cup2 reporter plasmid or the roGFP2 reporter plasmid were grown in liquid SC-ura or SCEG-ura media overnight and diluted in fresh media the next day and allowed to grow to exponential phase before flow cytometry analysis. Replicate experiments were from different clones from the same transformation. Cells were directly assayed in the liquid media using a BD LSRFortessa X-20 instrument. Green fluorescence signal was collected using a 488-nm laser for excitation and a 515- to 545-nm band-pass filter for emission. For assaying roGFP2, the green fluorescence signal was excited with lasers simultaneously at 410 and 488 nm and emission for both excitation wavelengths was collected using 515- to 545-nm band-pass filter. For each replicate experiment, data from 30,000 events were collected and analyzed for each clone and the average profiles of four to eight independent transformants were reported.

### Inductively coupled plasma mass spectrometry

Cells from logarithmically growing cells were collected and washed twice in 1 mM EDTA for removal of extracellular metals and once in water. Cell pellets were frozen and stored at −20°C until further processed for ICP–tandem mass spectrometry (MS/MS. Cell pellets were overlaid with 70% nitric acid and digested at room temperature for 24 hours, followed by incubation at 65°C for at least 2 hours, before being diluted to a final nitric acid concentration of 2% (v/v). ICP-MS was performed on the Agilent 8900 ICP-MS/MS. ^63^Cu and ^56^Fe were used to determine the total cellular copper and iron levels using He as a cell gas and ^89^Y as an internal standard (Inorganic Ventures MSY-100PPM) and calibrated with an environmental calibration standard (Agilent, 5183-4688). All measurements were within the calibrated linear ranges. The average of four technical replicate measurements was used from five independent biological samples where the technical variation never exceeded 5% for any individual sample. ICP-MS/MS data were then analyzed using the Agilent ICP-MS MassHunter software (v4.4).

### RNA-seq and differential gene expression analysis

Cells grown in fermentative (SC) or oxidative media (SCEG) were collected by centrifugation and frozen at −20°C until processed for RNA extraction and RNA sequencing (RNA-seq). 

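Libraries from 26 cultures were analysed here, 4 each for cup1F8* and H3A110Ccup1F8* and 3 for each other strain and medium. A principal component analysis of the 20 SCEG libraries gave a first component with 56.9% of the variance. The 8 libraries of the cup1F8* strains scored from 26.2 to 37.9 on it, and the other 12 libraries from -29.6 to -5.75.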

RNA was extracted using previously published methods (*4*) from four independent experiments. Contaminating DNA was digested using Turbo DNase (Thermo Fisher Scientific). Sequencing libraries were prepared and sequenced by the UCLA Technology Center for Genomics & Bioinformatics. High-throughput sequencing was performed on Illumina’s NovaSeq system. 

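Counts assigned to genes, as used here, came to between 9428849 and 12305863 per library in SC (median 11599990). In SCEG, they came to between 2917138 and 6013267 in the 12 libraries without cup1F8* (median 4325712) and between 7579367 and 10133258 in the 8 libraries with it (median 9076195). Reads before alignment were not used here.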

Total read count per library ranged from ~8 million to 15 million. Demultiplexed reads, in FASTQ file format, were aligned in a strand-specific manner to the R64-1-1 S288C reference genome assembly (sacCer3) using HISAT2. Assigning and counting reads for 6692 annotated open reading frames were performed using featureCounts. 

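Of the 6692 identifiers, 6008 were found in the R64 annotation. For each of these the share of 50-base windows that occur once in the genome was computed, and 93 genes have no such window, so that their reads cannot be assigned to them alone. Together these genes took 0.0541 to 0.0655% of the counts in the SC libraries and 0.00044 to 0.00223% in the SCEG libraries. The 10 genes with the most counts took between 5.8 and 12.9% of a library.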

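The authors also deposited counts divided by a size factor for each library. In the 19 SCEG columns that could be matched to a library, the size factors equal those of the median-of-ratios method computed over all 20 SCEG libraries together. With the Wald test of DESeq2 on the counts of each strain pair, in place of edgeR's quasi-likelihood test, H3A110C against WT gave 12 genes higher and 15 lower in SCEG, of 5574 with an adjusted p. In SC it gave 1 higher and 1 lower, MIC19 and YHL050C (log2 fold change -1.43, adjusted p = 0.00021), the latter named after its value was seen. The counts were 1999 and 2040 for cup1F8* against WT, 3978 of which were also called by edgeR, and 1474 and 1428 for H3A110Ccup1F8* against cup1F8*. For gsh1Δ against WT they were 590 and 728, and for H3A110Cgsh1Δ against gsh1Δ 100 and 110, of 4116 genes that passed its independent filtering. H3A110Cgsh1Δ against WT gave 290 and 226.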

Determination of adjusted *P* values for differential gene expression comparisons was done using DESeq2.

### Mass spectrometry analysis of metabolites

Cells (6 × 10^8^) from exponentially growing cultures were collected by centrifugation. The cells were washed once in 43% ice-cold methanol-water solution. To extract the metabolites, the washed cells were resuspended in 200 μl of ice-cold (stored at −80°C) 80% methanol containing 10 nM trifluoromethanesulfonate (TFMS). The resuspended cells were vortexed for 5 s, frozen immediately in liquid nitrogen for 5 min, and then allowed to thaw in an ice bath for 5 min. The cells were pelleted at 16,000*g* to collect the supernatant. The cell pellet was resuspended in another 100 μl of methanol-TFMS solution and pelleted to collect the supernatant. The combined supernatant was dried under vacuum, and the dried metabolites were stored at −80°C until mass spectrometry analysis. Extracted dried metabolites were reconstituted in a 50% acetonitrile:50% dH_2_O solution and processed further for analysis by mass spectrometry as previously described (*7*).

### Yeast RLS assay

RLSs of yeast strains were determined by using a microfluid platform as previously described (*35*, *36*) and analyzed by an Invitrogen EVOS FL Auto Imaging System. Briefly, cells were grown overnight in filter-sterilized YPD or glycerol (YPGlycerol) medium, diluted 20-fold with fresh medium, and loaded onto a microfluidic chip. Medium flow speed was set at 1 μl/min, and pictures were taken at 15-min intervals for 65 hours. The microfluidic chips were maintained at 30°C for the duration of the experiment. The pictures were taken using an EVOS FL Auto system (Thermo Fisher Scientific) using a 20x objective. Time-lapse image series were analyzed using ImageJ (NIH). Statistical assessment of life-span differences was determined using the Wilcoxon rank sum test in the R statistics software package.

# Supplementary material for: Histone H3 cysteine 110 enhances iron metabolism and modulates replicative life span in Saccharomyces cerevisiae
**Source:** Sci Adv. 2025 Apr 11;11(15):eadv4082. doi: 10.1126/sciadv.adv4082
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Table S1 Legend for data S1

Supplementary Materials for  
**Histone H3 cysteine 110 enhances iron metabolism and modulates replicative  
life span in *Saccharomyces cerevisiae***

Chen Cheng *et al.*

*Sci. Adv.* **11**, eadv4082 (2025)  
DOI: 10.1126/sciadv.adv4082

**The PDF file includes:**

Figs. S1 to S5  
Table S1  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

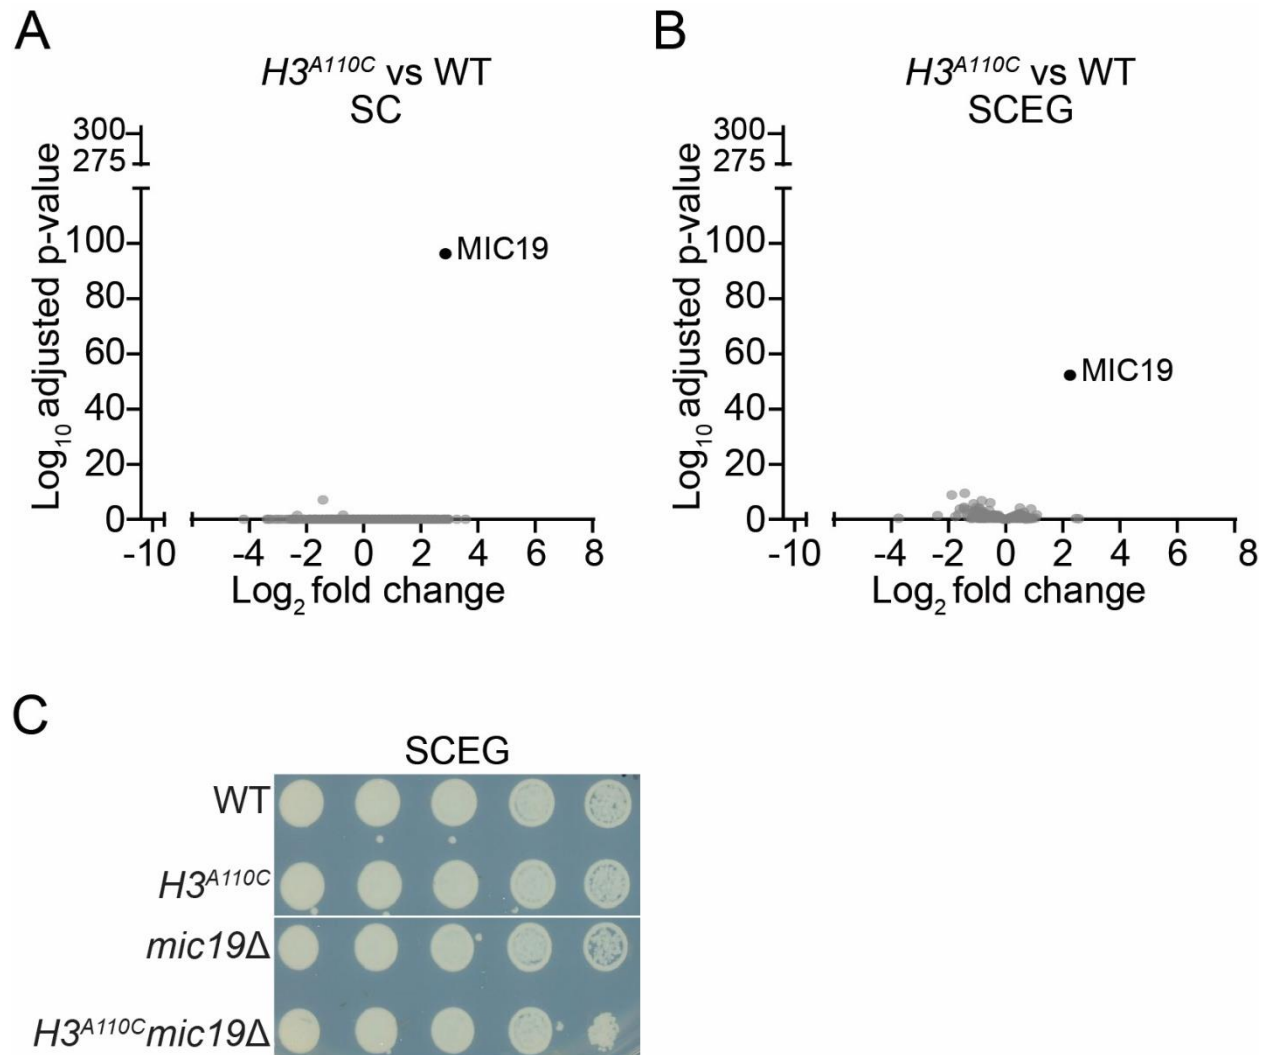

**Figure S1. Reintroduction of H3C110 into *S. cerevisiae* does not substantially alter gene expression in otherwise wildtype background.** Volcano scatter plots illustrating the relationship between changes in gene expression of the *H3<sup>A110C</sup>* vs WT strains grown in (A) fermentative (SC) or (B) oxidative (SCEG) medium and the corresponding level of significance. Notice that only the MIC19 gene is substantially and significantly upregulated under either growth condition. (C) Spot test assays of the indicated strains on oxidative medium (SCEG).

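Across the genes tested, the median log2 fold change of H3A110C over WT was 0.01 in SC and -0.0012 in SCEG. The iron genes raised in the cup1F8* and gsh1Δ strains were not called in H3A110C alone. Adjusted over all genes, 0 of 20 tested in SC and 0 of 21 in SCEG passed, and adjusted over the list alone 1 was lower in SCEG, FRE3, with a log2 fold change of -0.71 (standard error 0.169, adjusted p = 0.42 over all genes from the quasi-likelihood test). The fit in SC had little power, so that the lack of calls there says little. Of 5737 genes, 12 were higher and 12 lower there at an unadjusted p below 0.05 from the quasi-likelihood test, fewer than chance alone gives. The mean log2 CPM of the iron genes differed by 0.01 in SC (two-sided exact permutation p = 1). In SCEG it was 5.18 ± 0.23 (SD, n = 3) in H3A110C and 5.41 ± 0.21 (SD, n = 3) in WT, a difference of -0.24 (p = 0.3 from the same exact test). With libraries paired by replicate number as a block, the difference was again -0.24 (exact p = 0.5, with 0.25 the smallest possible). From the volcano plots, the paper states that MIC19 alone was raised, and that H3C110 does not substantially alter gene expression in an otherwise WT background.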

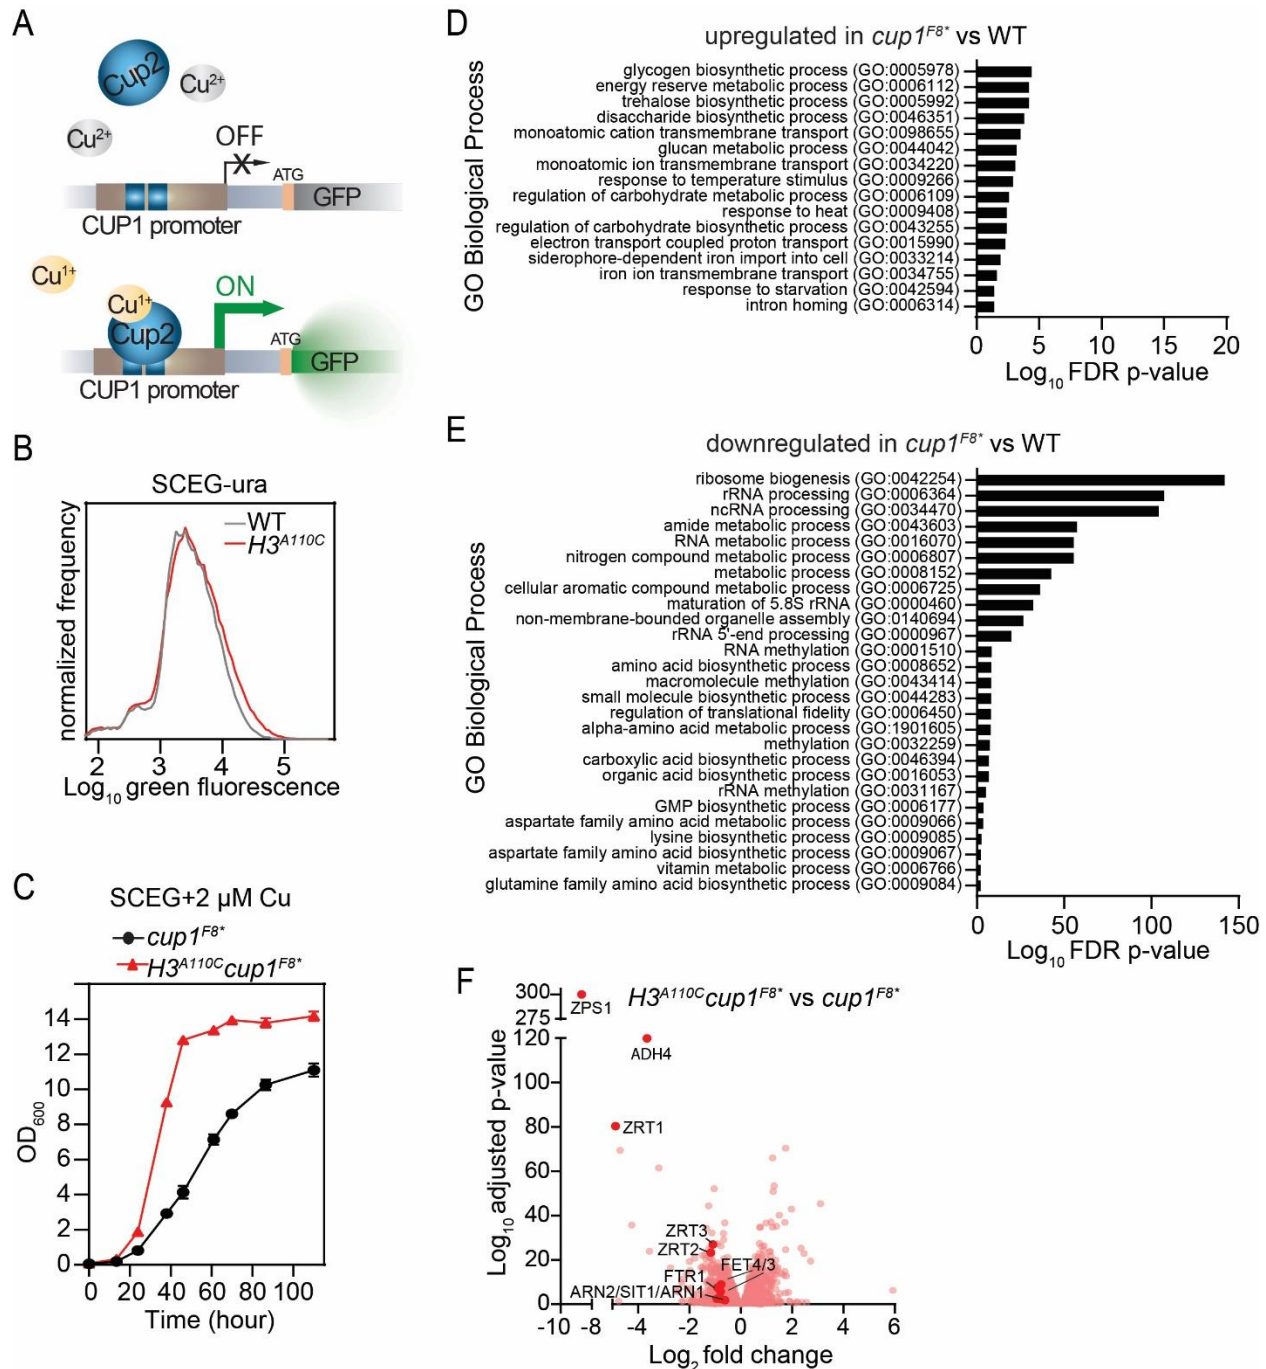

**Figure S2. Reintroduction of H3C110 into *S. cerevisiae* increases intracellular  $\text{Cu}^{1+}$  levels.** (A) Graphic representation of the reporter assay used to determine intracellular  $\text{Cu}^{1+}$ . (B) Average flow cytometry distributions of cells containing the p(CUP1)-GFP plasmid grown in oxidative medium (SCEG) from eight experiments. Baseline copper concentrations in SCEG is  $\sim 0.2 \mu\text{M}$ . (C) Growth curves of the indicated strains in oxidative medium (SCEG) with  $2 \mu\text{M}$  additional copper in the form of  $\text{CuSO}_4$ . Baseline copper level in SCEG is  $0.25 \mu\text{M}$ . (D) Significant gene ontologies among the genes upregulated in *cup1<sup>F8\*</sup>* strain vs WT are shown as

bar graph. (E) Same as D for the downregulated genes in *cupI*<sup>F8\*</sup> strain vs WT. 

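Among the genes lower in cup1F8* than in WT, 85 of 2008 annotation terms had an adjusted p below 0.05 (one-sided Fisher's exact test). The background was all tested genes found in the R64 annotation, with or without a term. Ribosome genes led the list, with 171 of 189 structural constituents of the ribosome lower (adjusted p = 2.98e-54), followed by 186 of 223 nucleolar genes (adjusted p = 1.99e-47). For rRNA processing it was 61 of 73 (adjusted p = 6.17e-15). Among the higher genes 33 terms passed. The first was the phagophore assembly site, an autophagy term, with 27 of 32 genes (adjusted p = 8.10e-06). Cellular response to heat had 35 of 53 (adjusted p = 0.00059), and the fungal-type vacuole membrane 110 of 210 (adjusted p = 1.84e-05). Only trehalose biosynthesis (adjusted p = 0.000928), glycogen biosynthesis (adjusted p = 0.00232), siderophore transport and 3 other terms passed among the genes that rose by more than 1 on the log2 scale.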

(F) Volcano scatter plots illustrating the relationship between changes in gene expression of the indicated strains and the corresponding level of significance. 

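Among the other genes labelled in these plots, SMF1 rose by 0.95 (standard error 0.0514, adjusted p = 6.80e-08 from the quasi-likelihood test) and ATM1 by 0.23 (adjusted p = 0.00625) on the log2 scale in H3A110Ccup1F8* against cup1F8*. The largest rises whose counts did not overlap between the strains were those of BIO3 (log2 fold change 3.06, standard error 0.165), HSP30 (2.68, standard error 0.155) and GCY1 (2.42, standard error 0.0818). BIO2 rose by 1.94 (standard error 0.0917). After ZPS1 and ZRT1, the largest fall was that of YOR387C, by -4.74 (standard error 0.309). MIC19 was at 77.2 ± 3.08 CPM (SD, n = 4) against 23.7 ± 1.54 (SD, n = 4), a log2 fold change of 1.71 (standard error 0.0659, adjusted p = 5.76e-09). Of the histone H3 genes, HHT1 changed by -1.16 (standard error 0.0618, adjusted p = 6.57e-08) and HHT2 by -0.13 (standard error 0.0477, adjusted p = 0.0382), with 87.9% of the 50-base windows of each unique in the genome. HHT2 was not called under 6 of the alternatives that kept every library, with total counts only among them (adjusted p = 0.102).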

Several genes involved in iron homeostasis are indicated.

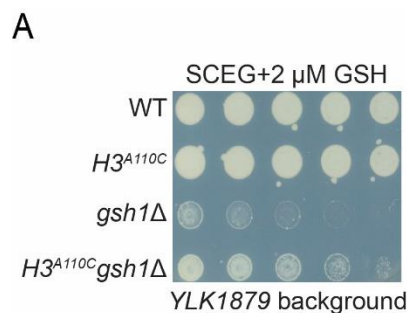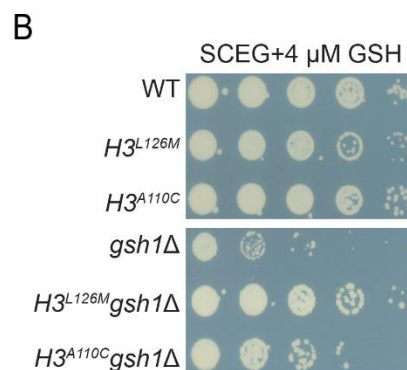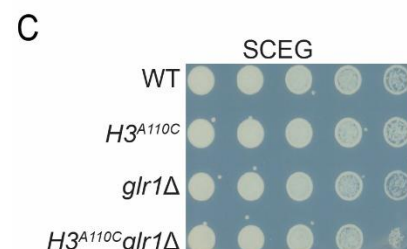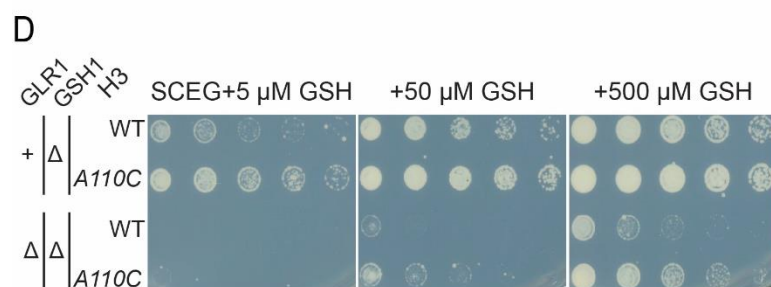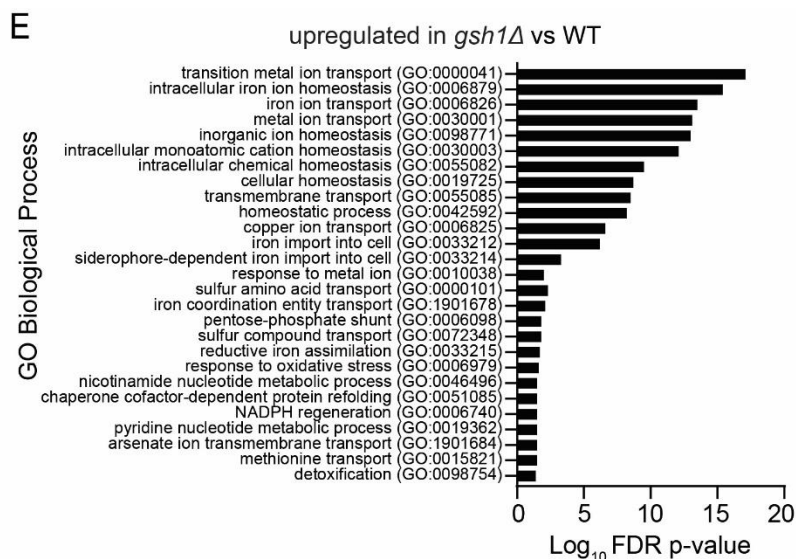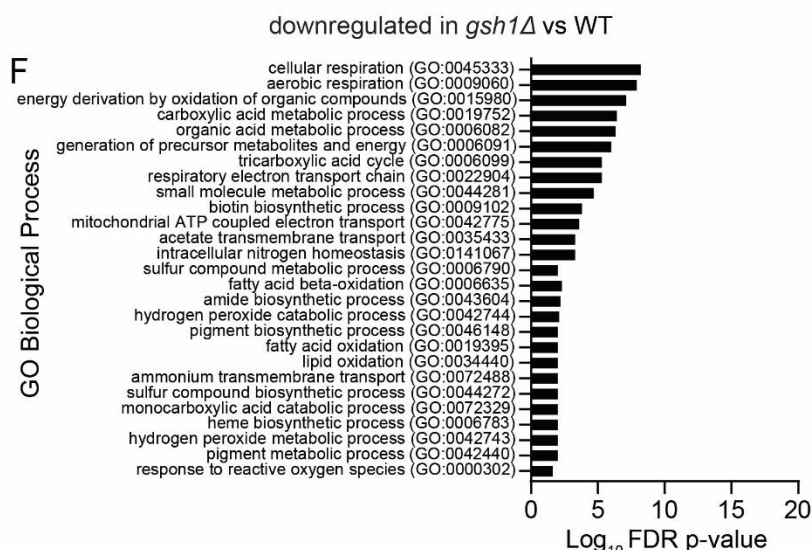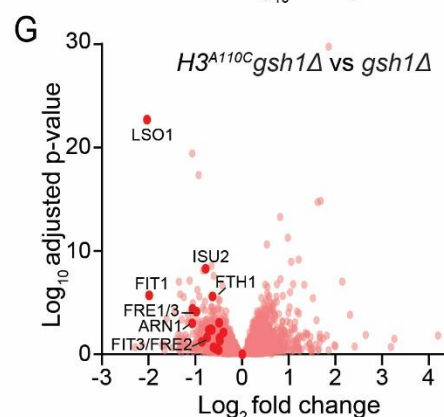

**Figure S3. Increasing the copper reductase activity histone H3 decreases the glutathione requirement in *S. cerevisiae*.** (A-B) Spot test assays of the indicated strains on oxidative medium (SCEG) with glutathione (GSH) supplemented. Note that SCEG contains no glutathione. (C) Spot test assays of the indicated strains on oxidative medium (SCEG). Note that the *gsh1Δ* strain does not require supplemental GSH for growth in oxidative media lacking glutathione. (D) Spot test assays of the indicated strains on oxidative medium (SCEG) supplemented with the indicated amounts of GSH. Note that SCEG contains no glutathione. (E) Significant gene ontologies among the genes upregulated in *gsh1Δ* strain vs WT are shown as bar graph. (F) Same as E for the downregulated genes in *gsh1Δ* strain vs WT. (G) Volcano scatter plots illustrating the relationship between changes in gene expression of the indicated strains and the corresponding level of significance. Several genes involved in iron homeostasis are indicated.

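Among the genes higher in gsh1Δ than in WT, 5 of 2004 annotation terms had an adjusted p below 0.05 (one-sided Fisher's exact test). Apart from iron ion homeostasis they included siderophore transport, with 7 of 8 genes (adjusted p = 0.00353), and the response to oxidative stress, with 26 of 83 (adjusted p = 0.00363). Among genes that rose by more than 1 on the log2 scale, intracellular iron ion homeostasis had an adjusted p of 2.34e-07.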

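Among the genes lower in gsh1Δ than in WT, 45 of 2004 terms had an adjusted p below 0.05 from the same one-sided Fisher's exact test. The mitochondrion came first, with 321 of 1040 genes (adjusted p = 2.06e-63), then structural constituents of the ribosome with 101 of 186 (adjusted p = 7.39e-40) and mitochondrial translation with 67 of 91 (adjusted p = 6.75e-38). Aerobic respiration had 21 of 40 (adjusted p = 6.65e-07), and the tricarboxylic acid cycle 6 of 8 (adjusted p = 0.00671).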

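In H3A110Cgsh1Δ against gsh1Δ, the largest rise after that of MIC19 whose counts did not overlap between the strains was that of LEU1, which encodes an enzyme with an Fe-S cluster (log2 fold change 1.68, standard error 0.188, adjusted p = 0.0112 from the quasi-likelihood test). After LSO1 and FIT1, the largest fall was that of GID10 (-1.45, standard error 0.229, adjusted p = 0.0294). MIC19 was at 53.4 ± 5.34 CPM (SD, n = 3) in H3A110Cgsh1Δ and 14.9 ± 2.45 (SD, n = 3) in gsh1Δ, a log2 fold change of 1.84 (standard error 0.164, adjusted p = 0.00495). DESeq2's independent filtering left MIC19 and GID10 without an adjusted p in this comparison. With each library left out in turn, the adjusted p rose to as much as 0.118 for LEU1, 0.192 for GID10 and 0.068 for MIC19.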

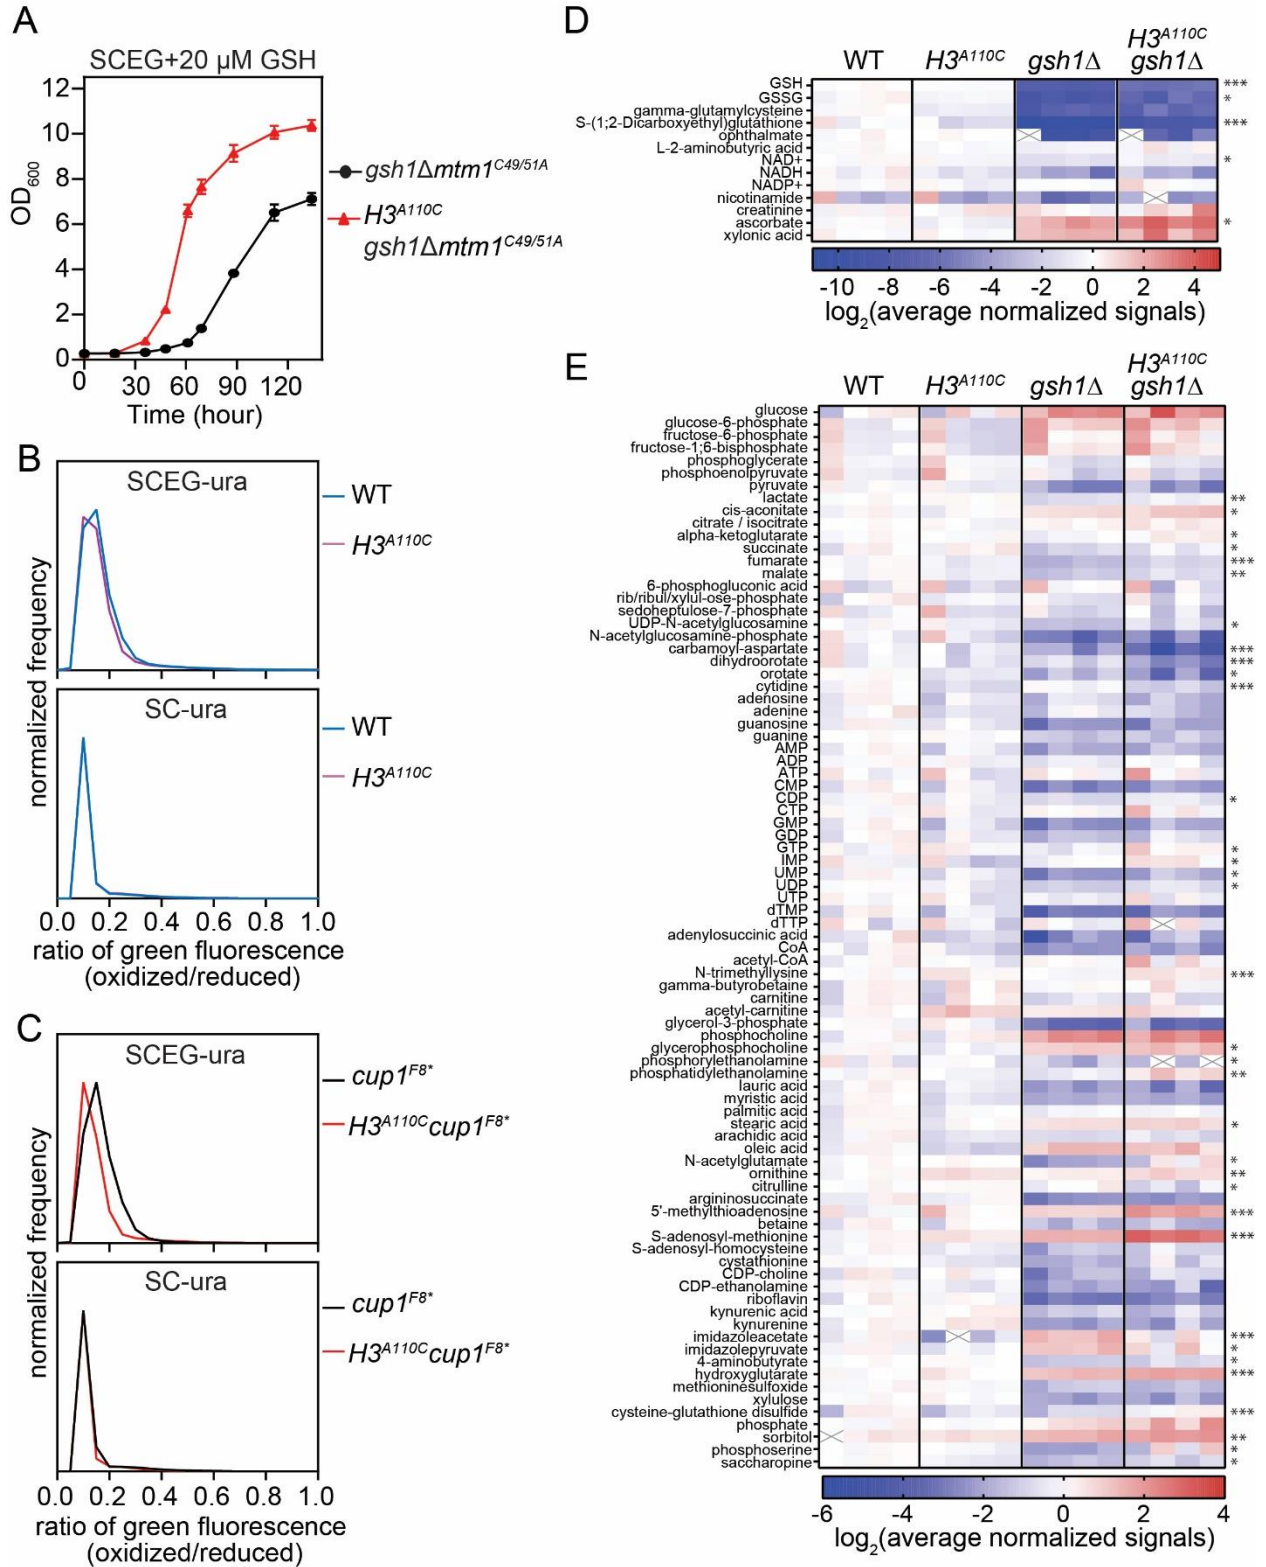

**Figure S4. Reintroduction of H3C110 into *S. cerevisiae* improves cellular redox and levels of several metabolites. (A) Growth curves of the indicated strains in oxidative medium**

supplemented with glutathione (GSH). Note that the cysteine mutations in Mtm1 likely diminish its function. **(B-C)** Average normalized flow cytometry distributions of cells containing the redox sensitive ro2GFP grown in the indicated media from eight experiments. The x-axis indicates the ratio of oxidized/reduced green fluorescence signal. **(D-E)** Heatmap showing intracellular levels of the indicated metabolites in the specified strains from four independent experiments. The scale represents log<sub>2</sub> average-normalized levels of each metabolite. Missing datapoints are denoted by X. P values indicate the significance of comparisons between *gsh1Δ* and *H3<sup>Al10C</sup>gsh1Δ* datapoints (\*p < 0.05, \*\*p < 0.01; \*\*\*p < 0.001; t-test).

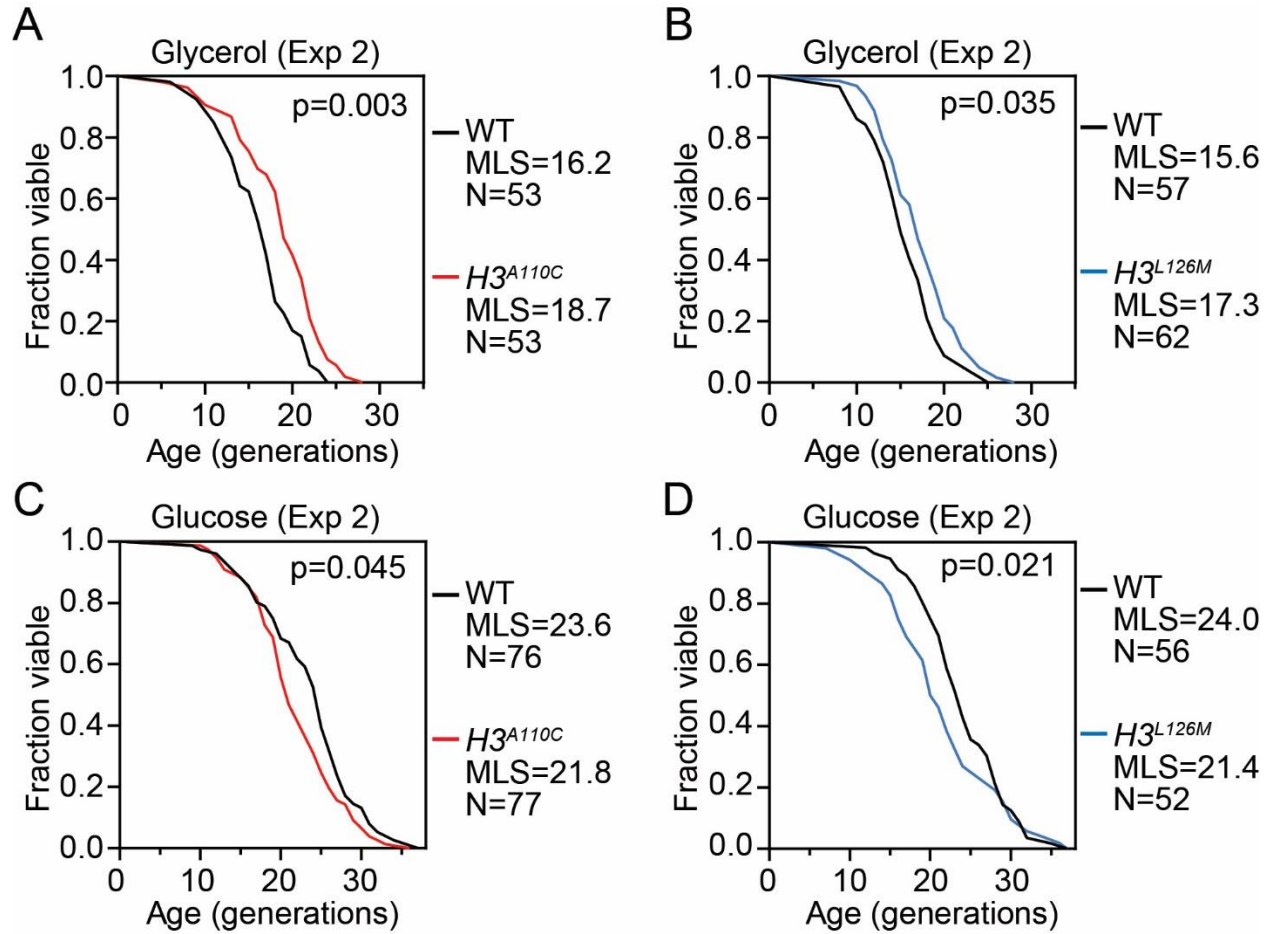

**Figure S5. Gain-of-function mutations in the copper reductase activity of histone H3 extend replicative lifespan in oxidative medium but reduce it in fermentative medium. (A-B)** Replicative lifespan analysis of strains with *H3<sup>A110C</sup>* or *H3<sup>L126M</sup>* mutation grown in oxidative medium (YPGlycerol) in an independent experiment relative to Fig. 5. Median lifespan (MLS) in days and number of cells analyzed are indicated. **(C-D)** Same as in A-B, but for cells cultured in fermentative medium (YPD). P values were calculated using the Wilcoxon rank-sum test.

**Supplementary Table 1.** A list of strains and their genotypes used in this study.

| Strain name | Strain short name                                    | Genotype                                                                                                               | Reference          |
|-------------|------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|--------------------|
| BY4741      | parental strain                                      | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                                               | Attar et al., 2020 |
| OCY1131     | Wildtype (WT)                                        | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2</i>                                                         | Attar et al., 2020 |
| NAY616      | <i>H3<sup>A110C</sup></i>                            | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, hht2-A110C, hht1-A110C</i>                                 | Attar et al., 2020 |
| NTY062      | <i>H3<sup>L126M</sup></i>                            | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, hht2-L126M, hht1-L126M</i>                                 | Tod et al., 2024   |
| OCY1981     | <i>cup1<sup>F8*</sup></i>                            | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, cup1-F8stop</i>                                            | Attar et al., 2020 |
| OCY1984     | <i>H3<sup>A110C</sup>cup1<sup>F8*</sup></i>          | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, hht2-A110C, hht1-A110C, cup1-F8stop</i>                    | Attar et al., 2020 |
| OCY2371     | <i>gsh1Δ</i>                                         | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, gsh1Δ::KanMX6</i>                                          | Attar et al., 2020 |
| OCY2373     | <i>H3<sup>A110C</sup>gsh1Δ</i>                       | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, gsh1Δ::KanMX6</i>                         | Attar et al., 2020 |
| CCY0241     | <i>H3<sup>L126M</sup>gsh1Δ</i>                       | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, hht2-L126M, hht1-L126M, gsh1Δ::KanMX6</i>                  | This study         |
| CCY0211     | <i>Fet3Δ</i>                                         | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, fet3Δ::KanMX6</i>                                          | This study         |
| CCY0212     | <i>H3<sup>A110C</sup>fet3Δ</i>                       | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, fet3Δ::KanMX6</i>                         | This study         |
| CCY0213     | <i>gsh1Δfet3Δ</i>                                    | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, gsh1Δ::KanMX6, fet3Δ::HphMX4</i>                           | This study         |
| CCY0214     | <i>H3<sup>A110C</sup>gsh1Δfet3Δ</i>                  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, gsh1Δ::KanMX6, fet3Δ::HphMX4</i>          | This study         |
| CCY0465     | <i>gsh1Δmtm1<sup>C49/51A</sup></i>                   | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, gsh1Δ::KanMX6, mtm1<sup>C49/51A</sup></i>                  | This study         |
| CCY0466     | <i>H3<sup>A110C</sup>gsh1Δmtm1<sup>C49/51A</sup></i> | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, gsh1Δ::KanMX6, mtm1<sup>C49/51A</sup></i> | This study         |
| CCY0141     | <i>glr1Δ</i>                                         | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, glr1Δ</i>                                                  | This study         |
| CCY0142     | <i>H3<sup>A110C</sup>glr1Δ</i>                       | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, glr1Δ</i>                                 | This study         |
| CCY0143     | <i>gsh1Δglr1Δ</i>                                    | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, gsh1Δ::KanMX6, glr1Δ</i>                                   | This study         |
| CCY0144     | <i>H3<sup>A110C</sup>gsh1Δglr1Δ</i>                  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, gsh1Δ::KanMX6, glr1Δ</i>                  | This study         |
| OCY2131     | <i>cox17Δ</i>                                        | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, cox17Δ::KanMX6</i>                                         | This study         |
| OCY2133     | <i>H3<sup>A110C</sup>cox17Δ</i>                      | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, cox17Δ::KanMX6</i>                        | This study         |
| CCY0361     | <i>mic19Δ</i>                                        | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::HHT2, mic19Δ::HphMX4</i>                                         | This study         |
| CCY0362     | <i>H3<sup>A110C</sup>mic19Δ</i>                      | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, (hht2Δ::ura3)Δ::hht2-A110C hht1-A110C, mic19Δ::HphMX4</i>                        | This study         |
| YLK1879     | YLK WT                                               | <i>MATa</i>                                                                                                            | Attar et al., 2020 |
| OCY3005     | YLK <i>H3<sup>A110C</sup></i>                        | <i>MATa hht2-A110C, hht1-A110C</i>                                                                                     | This study         |
| CCY1121     | YLK <i>gsh1Δ</i>                                     | <i>MATa, gsh1Δ::KanMX6</i>                                                                                             | This study         |
| CCY1122     | YLK <i>H3<sup>A110C</sup>gsh1Δ</i>                   | <i>MATa hht2-A110C, hht1-A110C, gsh1Δ::KanMX6</i>                                                                      | This study         |

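The file lists each measured metabolite in each replicate of WT, H3A110C, gsh1Δ and H3A110Cgsh1Δ. One sheet gives the level relative to an internal standard in the extraction buffer, which corrects for losses during extraction, and another gives it relative to the average of WT on a log2 scale. These values come from mass spectrometry of cell extracts and are separate from the gene counts, and no value of the file was recomputed here.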

**Supplementary Excel File.** The file contains raw and normalized metabolomics data as indicated in the “Note” tab.

How the deposited data were processed for this re-analysis (not part of the article)

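Messenger RNA was sequenced from 26 libraries of 8 combinations of strain and medium. WT and H3A110C were grown in SC, and WT, H3A110C, gsh1Δ, H3A110Cgsh1Δ, cup1F8* and H3A110Ccup1F8* in SCEG, with 4 libraries each for the strains with cup1F8* and 3 for every other combination. The authors aligned the reads to the R64-1-1 genome with HISAT2 and counted them with featureCounts, and deposited a count for each of 6692 open reading frames in each library, without normalization. They also deposited a table of normalized signal, in which the authors had divided each library's counts by a DESeq2 size factor. That table was used only to recover the size factors, and every value reported comes from the unnormalized counts. Conditions were taken from the sample and column labels. In SCEG the labels also give replicate numbers, which served as the source of pairs. The SC columns carry letters and no replicate numbers, and the letters served as pairs only in an alternative chosen after seeing the data.

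Genes were compared between strains in edgeR 4.0.16 under R 4.3.3, with limma 3.58.1, by TMM normalization, the default filter on low counts, estimated dispersions and the quasi-likelihood test (not in its robust form), with each pair of strains fitted by itself. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. Values of single genes are normalized CPM, with the SD over libraries. For the lists of iron genes and zinc genes, the log2 CPM with a prior count of 2 was averaged over the list in each library, and groups were compared by two-sided exact permutation tests over libraries. Differences of the H3A110C effect between backgrounds were tested by an interaction term for each gene and, for the lists, MIC19 and HHT1, by exact relabeling, whose spread contains the H3A110C effects themselves and which passes only for large differences. For a gene with at most 3 counts in every library of a group, the fold change is given as a lower bound computed at 3 counts. Annotation terms with at least 3 genes among those tested came from the R64 annotation, which holds 4624 terms and 5477 genes with a term, and were tested with a one-sided Fisher's exact test. Only terms given there with experimental evidence were used. Genes of a narrower term were not added to a broader one. Tested genes without a term stayed in the background. The share of a gene's 50-base windows that occur once in the genome was computed from the reference sequence.

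The genes named are those that the paper names in its text or labels in a panel on these samples, the genes that check the strains (GSH1, CUP1-1, CUP1-2, HHT1 and HHT2), and for each comparison the 3 largest rises and the 3 largest falls among called genes whose CPM do not overlap between the strains. This rule was written before the values were seen, and any gene named outside it is marked as chosen afterwards.

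Alternatives covered DESeq2 1.42.0 with its Wald test, its size factors in edgeR, scaling by total counts only, no filter on low counts, at least 10 counts in every library, a prior count of 0.5, all libraries of a medium in one fit, the replicate number as a block, and each library left out in turn. DESeq2 over all 20 SCEG libraries, the removal of trends with GC content and gene length, the thinning of libraries to equal depth, and the column letter as a block in SC were chosen after seeing the data. Genes that DESeq2 left without an adjusted p were treated as not called.

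Between 2917138 and 12305863 reads per library were counted on genes. The smallest share that 3 counts can show lay at or below 0.318 CPM in SC, 1.03 CPM in the SCEG libraries without cup1F8* and 0.396 CPM in those with it. These floors cover counting error only, not variation between cultures.

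The procedures were tested on simulated data with known changes, 2-fold or 4-fold, in 200 genes, which does not show how well smaller changes are found. The edgeR and DESeq2 comparisons recovered 100% of them at both group sizes, with 3 to 12 false calls, and the interaction tests recovered 99.5%. A planted share of 0.3 for the return toward WT, in such genes all raised 2-fold, was recovered as 0.293 on held-out replicates. This does not show the error of the share for smaller rises. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used for the annotation terms, the sequence windows and the plots. No library was left out of the main comparisons. The metabolite table, the growth, iron and life span measurements and the flow cytometry of the paper were not analysed here.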

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

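In this part, the tests of other relabelings of the libraries were set before their results were seen, and all other tests were chosen only after the result was seen. The comparisons, the lists of genes and most alternatives were chosen before the data were examined.

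In the groups of 4 libraries, 3 values lay far from the other libraries of their group. ZRT2 was at a log2 CPM of 7.79 in cup1F8* replicate 4, against 7.23 to 7.32 in the others. HHT1 was at 8.81 in H3A110Ccup1F8* replicate 3, against 8.89 to 8.90, and the mean of the iron genes in the same library was 6.79, against 7.02 to 7.04. Of 84 such values tested, chance gives 4.2, so that these 3 are no more than chance gives. No biological explanation was tested for them.

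The effect of H3A110C differed between cup1F8* and WT for 962 of 5954 genes, 498 with a more positive effect in cup1F8* and 464 with a more negative one. Swapping the H3A110C label within same-numbered pairs gives 64 relabelings, and 7 of them, the real one included, gave as many genes. All 7 were among the 8 that leave the pairs of cup1F8* libraries unmixed, and the largest other relabeling gave 1549. Among relabelings that mix those pairs the largest count was 1. The count therefore follows the effect within cup1F8*. The 7 relabelings leave that effect in place, so that they do not show what chance gives. Each of the 2 effects was measured within one sequencing set.

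In gsh1Δ the effect of H3A110C differed from that in WT for 21 of 5751 genes, 13 more positive and 8 more negative, and 428 and 376 at an unadjusted p below 0.05. Only the real labels among 32 relabelings within pairs gave as many, 1 of 32, and the largest other count was 13. All these libraries lie in one sequencing set. The count ranged from 0 to 293 with each library left out in turn, and was 72 with the replicate number as a block. LEU1, with a difference of 2.15, and BIO2, with one of 1.72 on the log2 scale, were among them. In cup1F8* the effect also differed from that in WT for LEU1, by 1.87 (adjusted p = 3.89e-05 from the interaction term in edgeR). For BIO2 it differed by 2.04 there (adjusted p = 2.16e-06 from the same test). For these genes the difference was thus not particular to gsh1Δ. Library depth and other technical explanations were not tested for the count of 21 genes. A different effect of H3A110C without glutathione synthesis remains an untested hypothesis.

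The zinc genes fell with H3A110C in cup1F8* and not in WT, and the effects differed by -3.86 in mean log2 CPM (two-sided exact permutation p = 0.0157, Benjamini-Hochberg adjusted p = 0.0629 over 8 such tests). All 4 H3A110Ccup1F8* libraries were below all 4 cup1F8* libraries, but the difference between backgrounds did not pass after adjustment. Gene by gene, the interaction term in edgeR did pass for all 5, from -1.23 for ZRT3 (adjusted p = 4.64e-05) to -8.25 for ZPS1 (adjusted p = 1.43e-12). These genes also vary between cultures of one strain. The range of their mean within a group was 2.14 in WT in SC and at most 0.526 in every other group, below the difference of -3.90 between the strains. The variation seen between cultures of one strain in SCEG is thus smaller than the difference. Ranges within a group cannot show whether the cultures of the strains differed for a reason other than H3A110C.

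HHT1, a histone H3 gene, was lower in H3A110Ccup1F8* than in cup1F8* by a log2 fold change of -1.16, and its effect differed by -1.19 from that in WT (two-sided exact permutation p = 0.00857, adjusted p = 0.0629), lower in 4 of 4 libraries. The interaction term in edgeR gave -1.23 (adjusted p = 3.83e-05). The counts of HHT1 and HHT2 together changed by -0.53 (exact p = 0.0286), where a different division of shared reads between the pair would leave the sum unchanged. The other core histone genes fell as well. The median over HTA1, HTA2, HTB1 and HTB2 was -0.83, and HHF1 and HHF2, chosen after their values were seen, changed by -1.29 and -0.61. All 8 core histone genes were higher in cup1F8* than in WT, HHT1 by 0.74 and the others by 0.30 to 1.32, a comparison between sequencing sets, so that the fall goes against a rise in cup1F8* itself. The fall of HHT1 may therefore be part of a change of core histone genes in these cultures, with -0.83 as the value that speaks for it, and HHT2, at -0.13, is an exception. The cell cycle was not measured in these samples.

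IMD2 was lower in H3A110C than in WT in SCEG, by -1.43, a gene that the paper does not discuss. It was also lower in H3A110Ccup1F8* than in cup1F8*, by -1.58, and changed by -0.45 in H3A110Cgsh1Δ against gsh1Δ (adjusted p = 0.337) and by -0.50 in SC (adjusted p = 1), where the column letter as a block, chosen after seeing the data, gave -0.51 (adjusted p = 0.0302). A fall of this size was not particular to H3A110C, since IMD2 was also lower in cup1F8* than in WT, by -1.46 (adjusted p = 6.23e-07, between sequencing sets), though not in gsh1Δ, at -0.14 (adjusted p = 0.369). Between cup1F8* and WT the effect of H3A110C on it differed by -0.15 (adjusted p = 0.638 from the interaction term in edgeR), and IMD2 was lower in 4 of 4 H3A110Ccup1F8* libraries. IMD3, the relative with which IMD2 shares sequence, changed by -0.078, and 66.3% of the windows of IMD2 are unique. Genes without a unique window took at most 0.00223% of the counts in SCEG. Shared reads are thus not seen to account for the fall of IMD2, although counts per gene do not show which reads were shared.

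YNL143C was lower in cup1F8* than in WT by -9.91 on the log2 scale. It had at most 34 counts in the 8 libraries of the cup1F8* strains and at least 4335 in each of the other 12 SCEG libraries, and 11 to 21 counts in SC. The medium is not the reason, since the 8 libraries with at most 34 counts were also grown in SCEG. Shared reads are not either, since 100% of its windows are unique. Within SCEG the division follows the cup1F8* strains and their sequencing set alike, so that the gap from 34 to the lowest count of 4335 cannot be told apart from a difference between sets.

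Ribosomal protein genes were lower in cup1F8* than in WT, with a median log2 fold change of -1.37 over 129 genes, 125 of them called. The median was -1.33 over the 57 genes with at least 99% unique windows, so that reads shared between paralogs do not account for it, and -1.21 with total counts only. It was -0.28 in gsh1Δ against WT, -0.03 in H3A110C against WT and 0.18 in H3A110Ccup1F8* against cup1F8*. The fall with total counts only, -1.21, shows that the scaling is not the reason. Slower growth of the cultures of the cup1F8* strains could lower these genes, which was not tested. As all cup1F8* libraries are in one set, the pattern cannot be told apart from a difference between sets.

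MIC19 was higher with H3A110C also in the cup1F8* background, by 1.71, and in the gsh1Δ background, by 1.84, which the paper does not report. The rise was seen in 4 of 4 and in 3 of 3 libraries, each above every library without H3A110C. UBP6 and DCV1 on either side rose by at most 0.19 in the 4 comparisons. A change of the whole region is thus not what raises MIC19, and all of its windows are unique. The interaction term in edgeR gave a smaller rise in cup1F8* than in WT, by -0.54 (adjusted p = 0.0227), and no called difference in gsh1Δ, at -0.41 (adjusted p = 0.458). Relabeling of libraries gave differences of -0.52 (two-sided exact permutation p = 0.719) in cup1F8* and -0.42 (p = 0.645 from the same exact test) in gsh1Δ, but its spread contains the rise itself, so that differences of this size can hardly pass. That the strains with H3A110C share some other change near or in MIC19 was not tested, since counts per gene do not show sequence.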

How the results depend on the processing

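The tests with DESeq2 over all 20 SCEG libraries, with trends along GC content and gene length removed, with libraries thinned to equal depth, and with the column letter as a block in SC were chosen only after the main counts were seen, that is, after seeing the data. Of 416 alternative values for 29 main results, 325 kept their direction and their side of the threshold, or stayed within 1.5 times the main count or 1 SD. Of the others, 3 changed sign, all for the iron genes in H3A110C against WT in SC, where the difference was 0.01 (exact p = 1). It was -0.0013 with a prior count of 0.5, -0.0166 without WT library 1 and -0.0739 without H3A110C library 2. For single genes, 2823 of 2942 alternative values over 190 results kept both, 119 were weaker, 0 stronger and 0 reversed. Of the weaker ones, 88 left out an SCEG library and 4 an SC library. In H3A110Cgsh1Δ against gsh1Δ, DESeq2 gave MIC19 (1.85) and GID10 (-1.44) no adjusted p, and they were taken as not called there.

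In H3A110C against WT in SC, DESeq2 gave 1 lower gene, and so did the column letter as a block, chosen after seeing the data, where the main comparison gave 0 (12 at an unadjusted p below 0.05). In SCEG, against 1 higher and 1 lower gene, DESeq2 gave 12 and 15, the fit of all SCEG libraries 3 and 18, the replicate block 38 and 60, and DESeq2 over all 20 SCEG libraries, chosen after seeing the data, 12 and 35. Total counts only gave 3 lower genes and no filter 2, with RGI2 (-1.86 and -1.89), chosen after its values were seen, in both and TIP1 (-0.56) in the first. The cause was not tested. In H3A110Ccup1F8* against cup1F8*, the fit of all SCEG libraries gave 974 lower genes and DESeq2 over all 20 libraries 1014, against 1529. In gsh1Δ against WT, the last alternative gave 1117 lower genes against 727. In cup1F8* against WT, with 2024 higher and 2054 lower genes, thinning gave 1905 and 1941, and removal of the trends 2068 and 1915. With the block as well they gave 1762 and 1833, and 1910 and 1779.

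Relative to the main count, the counts for H3A110C against WT in SCEG moved more with the processing than those for H3A110Cgsh1Δ. By number of genes, those for H3A110Cgsh1Δ moved most. Against gsh1Δ, with 15 higher and 33 lower genes, DESeq2 gave 100 and 110, the fit of all SCEG libraries 304 and 248, DESeq2 over all 20 libraries 444 and 296, and the block 25 higher. Against WT, with 179 and 118, the same alternatives gave 290 and 226, 598 and 584, and 601 and 712, and the block 369 and 264. The effect of H3A110C differed between gsh1Δ and WT for 21 genes, and for 151 with DESeq2 and 72 with the block. Among the fits that left out a library, these counts rose most without H3A110Cgsh1Δ replicate 2. It lay apart from the other replicates, with a chi-square per gene of 42.1 and 23.1, against 5.75 between those. The cause of that distance was not tested.

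For the lists, the iron genes in H3A110Ccup1F8* against cup1F8* passed over the 6 genes of Fig. 2F alone, at -0.79 against -0.40. In gsh1Δ against WT the difference was 3.87 over the 6 genes, 3.57 as a median and 4.26 over the 20 genes of Fig. 3C alone, against 4.06. In H3A110Cgsh1Δ against gsh1Δ it was -0.61 over the 6 genes and -0.88 as a median, against -0.75. For the genes higher in gsh1Δ, the share of the change that was absent in H3A110Cgsh1Δ was 0.288 on held-out replicates and 0.251 over genes beyond 1 on the log2 scale, against 0.360. Annotation terms numbered 104 over genes beyond 1, against 168. The cause was not tested.

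Each library was left out in turn. H3A110C against WT gave 0 to 1 higher genes and 0 lower in SC, and 1 to 2 higher and 1 to 3 lower in SCEG. The other ranges were 1887 to 2004 higher and 1922 to 2034 lower for cup1F8* against WT, 1251 to 1428 and 1348 to 1462 for H3A110Ccup1F8* against cup1F8*, and 1748 to 1880 and 1806 to 1964 for H3A110Ccup1F8* against WT. They were 463 to 625 and 437 to 694 for gsh1Δ against WT, 0 to 485 and 1 to 533 for H3A110Cgsh1Δ against gsh1Δ, and 68 to 649 and 21 to 659 for H3A110Cgsh1Δ against WT. The effect of H3A110C differed from that in WT for 714 to 985 genes in cup1F8* and 0 to 293 in gsh1Δ. The iron genes differed by 1.87 to 2.12 in cup1F8*, by -0.56 to -0.30 in H3A110Ccup1F8* against cup1F8* (past the threshold in 1 of 8 fits), by 3.97 to 4.17 in gsh1Δ, by -0.83 to -0.70 in H3A110Cgsh1Δ against gsh1Δ, and in H3A110C against WT by -0.35 to -0.12 in SCEG and -0.0739 to 0.0827 in SC. The zinc genes differed by 2.88 to 3.15 in cup1F8* and by -3.96 to -3.83 in H3A110Ccup1F8* against cup1F8*. The share absent in H3A110Cgsh1Δ was 0.283 to 0.380 for higher and 0.285 to 0.434 for lower genes.

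With the replicate number as a block, where the deviations of same-numbered libraries correlated by less than 0.1 in either direction, cup1F8* against WT (correlation 0.0983) gave 1870 and 1914 genes, H3A110Ccup1F8* against cup1F8* (-0.0671) 1324 and 1415, H3A110Ccup1F8* against WT (-0.0972) 1691 and 1719, gsh1Δ against WT (-0.0129) 666 and 674, and H3A110Cgsh1Δ against gsh1Δ (0.0270) 25 and 44. The exact p of the lists cannot go below 0.25 with 3 pairs or 0.125 with 4. The SC columns carry letters and no replicate numbers. Libraries with the same letter deviated together, with a correlation of 0.742 across genes, against -0.283 for different letters. With the letter as a block, chosen after seeing the data, 1 gene was higher and 1 lower, and the iron genes differed by 0.01 (exact p = 1).

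With total counts only, the median log2 fold change of cup1F8* against WT went from 0.0034 to 0.163. That of H3A110Ccup1F8* against WT went from -0.0068 to 0.141. The higher genes then made up 61.5% and 62.1% of those called, against 49.6% and 49.7%. The depth limits genes with few counts, since 3 counts correspond to as much as 1.03 CPM in gsh1Δ.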

Differences from the paper's values

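Of 42 values read by eye from the figures, 36 lay within the error. For ATM1 in cup1F8* against WT, the paper's log2 fold change is about -1.0 in Fig. 2F, read by eye, and the value here was -0.90. Of the 14 alternatives set before the data were examined, 4 closed the gap, the replicate block, at -0.92, and 3 that left out a library, and the others, DESeq2 included at -0.90, did not.

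For LSO1 in gsh1Δ against WT, the paper's value is about 5.8 in Fig. 3C, read by eye, and the lower bound here was 6.79, as LSO1 had 0 counts in WT. None of the 12 alternatives set before the data were examined closed the gap. For ARN1 in the same panel, the paper's value is about 4.6, read by eye, and the value here 5.55. None of 13 such alternatives closed the gap. FRE2 was also read as about 4.6 in that panel, so that a label may have been matched to a neighbouring point. For FET3 the paper's value is about 3.9 in Fig. 3C, read by eye, against 4.03 here. Of 13 such alternatives 8 closed that gap. These were DESeq2, its size factors, no filter on low counts and the fit of all SCEG libraries, each at 4.01, and 4 that left out a library. DESeq2 over all 20 SCEG libraries, chosen after seeing the values, gave 3.99.

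In H3A110Cgsh1Δ against WT, the paper's value for FET3 is about 3.4 in Fig. 3D, read by eye, and the value here was 3.54. Of 13 such alternatives 3 closed the gap, all of which left out a library. For FIT3 it is about 4.9 in Fig. 3D, read by eye, against 5.43 here, and none of the 13 closed the gap.

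The paper states that MIC19 was the only gene raised by H3A110C in either medium. The counts give the same single higher gene with edgeR where each strain pair is fitted by itself, without pairs and with every library kept. IMD2 was then lower in SCEG (log2 fold change -1.43). Leaving out 1 library at a time gave 0 to 1 higher genes in SC and 1 to 2 in SCEG. In SCEG, edgeR gave 38 higher genes with the replicate number as a block and 3 with all SCEG libraries in one fit. DESeq2, the tool the paper names, gave 12 higher and 15 lower genes. Of the higher genes, 3 with the block, 1 in the one fit and 3 with DESeq2 rose by more than 1 on the log2 scale. Of the lower genes, 14, 11 and 7 fell by more than 1. The paper's caption for fig. S1 speaks of genes raised both substantially and significantly. The paper states that iron homeostasis was enriched among the genes raised in cup1F8*. Here that term held 13 of 31 genes, with an adjusted p of 0.938 by the one-sided Fisher's exact test, and 6 of 31 among genes raised by more than 1 on the log2 scale, with an adjusted p of 1. Siderophore transport passed only over the genes raised by more than 1, with an adjusted p of 0.000152. The terms used here were those with experimental evidence only, without genes of narrower terms added to broader ones, which can leave genes out of a term. The paper does not name the tool or the background genes of its ontology test, which was not rerun here. The tests may therefore not be comparable.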

Other observations

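In this part, the tests of other splits of the libraries without pairs as a block, of depth, of GC content and gene length, and of held-out replicates were set before their results were seen. The split with pairs as a block and all other tests were chosen only after the result was seen.

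For each count of genes, the libraries were split anew into groups of the same sizes, counting only splits that part every same-numbered pair. Without the pairs as a block, only the real split gave as many genes in each comparison. That was 1 of 10 splits for H3A110C against WT in SC, where pairs were not taken into account, and 1 of 4 for H3A110C against WT in SCEG, with or without the pairs as a block. It was also 1 of 4 for gsh1Δ against WT, for H3A110Cgsh1Δ against gsh1Δ and for H3A110Cgsh1Δ against WT, and 1 of 8 for cup1F8* against WT, H3A110Ccup1F8* against cup1F8* and H3A110Ccup1F8* against WT. With the pairs as a block, 2 splits, the real one included, gave as many genes for cup1F8* against WT. The same number did so for H3A110Ccup1F8* against WT. In both, the other split is the real one with every pair swapped, which gives the same fit. Replicate 4 has no WT partner and adds nothing to a fit with pairs as a block. The other split is thus not a different grouping. So few splits cannot give a share under 0.05. Among all 10 splits of the H3A110C and WT libraries in SCEG, pairs kept together included, 2 gave at least the 2 genes of the real one, and the largest other gave 22.

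The many genes called in cup1F8* against WT were tested against technical explanations. With every library thinned to the smallest total, 3846 genes were called, against 4078. With trends removed along GC content (Spearman correlation with the fold change -0.254 across genes, which are not independent replicates) and gene length (0.0443), 3983 were called. Among genes whose windows are all unique 69.9% were called, against 69.1% of all tested. Depth, base composition and shared reads thus do not account for most calls. The sample labels number the libraries of the cup1F8* strains in a series of their own, so that strain and sequencing set change together. The calls as a whole, YNL143C at -9.91 among them, thus cannot be told apart from a difference between the sets. The zinc genes are an exception, since they were low in H3A110Ccup1F8*, which is in the same set as cup1F8*.

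The return of the gsh1Δ genes toward WT with H3A110C was tested against the choice of genes on the same libraries. On held-out replicates the share was 0.288 for the higher genes, over smaller lists of 382 to 533 genes, against 0.360. For the lower genes it was 0.387 on average, with 0.291 to 0.518 for single replicates, against 0.389. The return thus remained, and the cause of the lower value for the higher genes was not isolated. The return may reflect an effect of H3A110C in gsh1Δ, as the paper proposes, with 0.288 as the value that speaks for it.

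The lower iron genes in H3A110Ccup1F8* were tested as part of a general move toward WT. Over 494 other genes raised in cup1F8*, a share of 0.104 of the rise was absent in H3A110Ccup1F8*. It was 0.216 over 14 iron genes, at percentile 82.0 among random lists of these genes, and 1.33 over 3 zinc genes. By these shares the iron genes cannot be told apart from a general move. Against genes of similar expression they stood out, with a mean log2 fold change of -0.44 over the 21 genes tested. This lay at percentile 0.12 among 10000 random lists, 95% of which lay between -0.18 and 0.17. Between libraries, their mean over all 22 genes differed by -0.40 (two-sided exact permutation p = 0.114). That fall was not separated from variation between cultures, whereas the one over the 6 genes of Fig. 2F was (-0.79, p = 0.0286 from the same exact test). The 6 genes were labelled for their rise in the same cup1F8* data, which by itself favours a fall. In WT, where the iron genes were slightly lower with H3A110C in SCEG, the effect on their mean was not shown to differ from that in cup1F8* (two-sided exact permutation p = 0.677), by a test that passes only for large differences. Gene by gene, the interaction term in edgeR passed for FTR1, FET3 and FET4, with a more negative effect in cup1F8*, and for ISU2, with a more positive one, of the 21 genes tested. The mean log2 fold change of that small fall, -0.27 over the 21 genes tested, lay at percentile 0.15 among 10000 random lists of matched expression, so that it is not shared by genes of similar expression. Over libraries, the mean over all 22 genes differed by -0.24 (exact p = 0.3), which cannot be told apart from variation between cultures.

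Genes without a unique window had counts in SC and nearly none in SCEG. In WT, the median log2 ratio of SCEG to SC was -0.96 over 69 genes with some but under 25% unique windows, -3.17 over 17 genes with none, and -0.05 over 5223 genes with only unique windows. Reads that map to several places may have been counted differently in the SC and SCEG libraries, with -0.96 as the value that speaks for it, but medium and sequencing set change together here and cannot be told apart. CUP1-1 and CUP1-2, which are copies of one gene, had 0 counts in all 20 SCEG libraries.

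A hypothesis was tested that H3A110C lowers genes near chromosome ends, where histone changes can alter silencing. Over 145 genes within 20000 bases of an end, the mean log2 CPM differed by -0.11 between H3A110C and WT in SCEG (two-sided exact permutation p = 0.1, the smallest possible), with 89 genes lower. In SC the difference was -0.017 over 154 genes (exact p = 0.8). It was -0.21 over 163 genes in H3A110Ccup1F8* against cup1F8* (exact p = 0.0286, the smallest possible) and -0.01 over 150 genes in H3A110Cgsh1Δ against gsh1Δ (exact p = 0.9). Over genes with only unique windows the differences in SCEG were -0.10 in H3A110C and -0.23 in H3A110Ccup1F8*. The difference thus passed a threshold of 0.05 only in H3A110Ccup1F8* against cup1F8*, where it was not compared with that of genes elsewhere. With 3 libraries against 3 the exact test cannot pass 0.05, so that it does not decide the other comparisons. The differences in SC and in gsh1Δ were smaller than their SD between libraries, and for H3A110C in SCEG the hypothesis remains open.

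In SC, library 2 of WT and library 2 of H3A110C, numbered by the order of the letters, both lay far from the other libraries of their strain, as the chi-square values per gene of 104 to 150 show. The labels give no reason for it. In H3A110Cgsh1Δ, replicate 2 lay apart from replicates 1 and 3, and on the first component of the 12 libraries it was nearest to WT, at 9.88.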
